# Multi-Transcript Level Profiling Revealed Distinct mRNA, miRNA, and tRNA-Derived Fragment Bio-Signatures for Coping Behavior Linked Haplotypes in HPA Axis and Limbic System

**DOI:** 10.3389/fgene.2021.635794

**Published:** 2021-08-19

**Authors:** Kevin Gley, Frieder Hadlich, Nares Trakooljul, Fiete Haack, Eduard Murani, Ulrike Gimsa, Klaus Wimmers, Siriluck Ponsuksili

**Keywords:** coping behavior, HPA axis, limbic system, sncRNA, mixomics, transcriptomics, tRF, tiRNA

## Abstract

The molecular basis of porcine coping behavior (CB) relies on a sophisticated interplay of genetic and epigenetic features. Deep sequencing technologies allowed the identification of a plethora of new regulatory small non-coding RNA (sncRNA). We characterized mRNA and sncRNA profiles of central parts of the physiological stress response system including amygdala, hippocampus, hypothalamus and adrenal gland using systems biology for integration. Therefore, ten each of high- (HR) and low- (LR) reactive pigs (*n* = 20) carrying a CB associated haplotype in a prominent QTL-region on SSC12 were selected for mRNA and sncRNA expression profiling. The molecular markers related to the LR group included *ATP1B2*, *MPDU1*, miR-19b-5p, let-7g-5p, and 5′-tiRNA^*Leu*^ in the adrenal gland, miR-194a-5p, miR-125a-5p, miR-7-1-5p, and miR-107-5p in the hippocampus and *CBL* and *PVRL1* in the hypothalamus. Interestingly, amygdalae of the LR group showed 5′-tiRNA and 5′-tRF (5′-tRF^*Lys*^, 5′-tiRNA^*Lys*^, 5′-tiRNA^*Cys*^, and 5′-tiRNA^*Gln*^) enrichment. Contrarily, molecular markers associated with the HR group encompassed miR-26b-5p, tRNA^*Arg*^, tRNA^*GlyiF*^ in the adrenal gland, *IGF1* and *APOD* in the amygdala and *PBX1*, *TOB1*, and *C18orf1* in the hippocampus and miR-24 in the hypothalamus. In addition, hypothalami of the HR group were characterized by 3′-tiRNA enrichment (3′-tiRNAGln, 3′-tiRNA^*Asn*^, 3′-tiRNA^*Val*^, 3′-tRF^*Pro*^, 3′-tiRNA^*Cys*^, and 3′-tiRNA^*Ala*^) and 3′-tRFs enrichment (3′-tRF^*Asn*^, 3′-tRF^*Glu*^, and 3′-tRF^*Val*^). These evidence suggest that tRNA-derived fragments and their cleavage activity are a specific marker for coping behavior. Data integration revealed new bio-signatures of important molecular interactions on a multi-transcript level in HPA axis and limbic system of pigs carrying a CB-associated haplotype.

## Introduction

Situations that induce a physiological stress reaction (e.g., psychosocial stress in intensive pig production settings) require an adaptive strategy in order to minimize the damaging outcomes of chronic stress, including decreased fertility and growth rates as well as compromised immune competence (Moberg and Mench, 2000; Proudfoot and Habing, 2015; Gimsa et al., 2018). Shedding light upon the molecular roots of this process called coping is a challenging scientific endeavor, since functional traits like behavioral characteristics have a highly complex underlying genetic and epigenetic basis. Evolution has produced diverging adaptive response patterns to external stressors (coping styles) that can broadly be distinguished into a pro-active or active and a re-active or passive coping style. Differences between the pro-active and the re-active coping style are increased levels of aggression and territorial control as well as a more pronounced sympathetic nervous system activity in the pro-active type. The activity of the hypothalamic-pituitary-adrenal (HPA)-axis is moderate in the pro-active and high in the re-active coping style (Koolhaas et al., 1999, 2010).

In our previous studies, we analyzed differential mRNA expression between two haplotypes in a coping behavior associated QTL region in the four tissue types adrenal gland, hypothalamus, amygdala and hippocampus (Gley et al., 2019a,b). In a further study, we used a deep sequencing approach to explore small non-coding RNA (sncRNA) expression in central parts of the physiological stress and anxiety response system in the same animals (Haack et al., 2019). The non-coding fraction of the transcriptome consists of several types of RNA molecules which share the characteristic that they are not translated into a protein. Functionally important types of non-coding RNA (ncRNA) include transfer RNAs (tRNAs), ribosomal RNAs (rRNAs), long ncRNAs as well as the group of small non-coding RNAs (sncRNAs). MicroRNAs (miRNAs) are short (20–24 nts) evolutionary highly conserved sncRNAs that affect stability as well as translation of their mRNA targets via base-pairing (Bartel, 2004). Binding to the 3′-UTR of the mRNA decreases its stability and terminates protein translation. Alternatively, the miRNA can prevent translation by inhibition of 5′-cap reading (Liu et al., 2014). It is estimated that up to 60% of mammalian genes are targeted by miRNAs, hence they are considered to be key players in post-transcriptional gene expression regulation (Friedman et al., 2009). Recent studies found evidence that a multitude of miRNAs are highly expressed throughout the central nervous system where they are considered to be crucial regulators of processes like cell proliferation, differentiation and apoptosis as well as neuronal protection, development and synaptic plasticity (Krichevsky, 2007; Bak et al., 2008). tRNAs act as mRNA-decoding adapter molecules in gene translation. Additionally to this traditional function, emerging research indicated that tRNAs form a major source of regulatory sncRNA displaying a variety of distinct functions (Anderson and Ivanov, 2014). tRNA-derived sncRNA can be categorized into tRNA-derived stress-induced RNA (tiRNA), also known as tRNA halves, and tRNA-derived fragments (tRFs). Importantly, both tRNA-derived sncRNAs are not generated by random degradation but rather are the result of precisely coordinated biogenetic processes (Anderson and Ivanov, 2014). tiRNAs are specific cleavage products (29–50 nt long 5′-tRNA and 3′-tRNA halves) which are formed by angiogenin action under various stress conditions like starvation, hypoxia and oxidative stress (Yamasaki et al., 2009). With a length of 16–28 nts, tRFs are shorter tRNA-derived fragments. Depending on their sites of origin, they are classified into tRF-5, tRF-3, tRF-1, and i-tRF fragments (Anderson and Ivanov, 2014). Beyond their canonical role, both tRF as well as tiRNAs can perform a variety of biological functions including cell signaling and survival processes, apoptosis, amino acid and porphyrine metabolism, and stress response programs (Phizicky and Hopper, 2010; Raina and Ibba, 2014). These diverse roles are performed by acting as sncRNAs in different ways: They can exert RNA interference in a fashion similar to miRNAs, directly inhibit protein synthesis by eIF4G translation initiation factor displacement, regulate target mRNA stability by protein factor binding and modulate apoptosis in concert with cytochrome C (Gebetsberger et al., 2012; Sobala and Hutvagner, 2013; Saikia et al., 2014). Stress-related functions of tiRNAs and tRFs are the assembly of stress granules and p53 linked oxidative-stress sensitization and apoptosis (Hanada et al., 2013). Further noticeable sncRNA species include yRNA, piRNA as well as snoRNA.

Previous studies focused primarily on the identification of small subsets of molecules for the explanation of phenotypes and, moreover, used univariate approaches, where each biological feature is considered independently. Based on our previous work, which showed that coping behavior was associated with a prominent QTL region on SSC12 (Ponsuksili et al., 2015) and individuals of each group are characterized by specific gene expression patterns in all four tissues (Gley et al., 2019a,b), we hypothesize that integration of mRNA and sncRNA data measured on the same animals reveal distinct group-specific biomarker panels. We combined large-scale biological data sets including microarray mRNA as well as deep sequencing sncRNA expression data for the discovery of novel molecular insights underlying different coping behavior phenotypes, adding to the knowledge of the complex interplay between different transcriptomic layers.

## Materials and Methods

### Ethics Approval, Health, and Safety

Animal care and tissue collection procedures followed the guidelines of the German Law of Animal Protection and the experimental protocol was approved by the Animal Care Committee of the Leibniz Institute for Farm Animal Biology as well as by the State Mecklenburg-Western Pomerania (Landesamt für Landwirtschaft, Lebensmittelsicherheit und Fischerei; LALLF M-V/TSD/7221.3-2.1-020/09). The experimental protocol was carried out in accordance with the approved guidelines for safeguarding good scientific practice at the institutions in the Leibniz Association and the measures were taken to minimize pain and discomfort and accord with the guidelines laid down by the European Communities Council Directive of 24 November 1986 (86/609/EEC). All mandatory laboratory health and safety procedures have been complied within the course of conducting any experimental work reported in our study.

### Animals Selection, Coping Behavior Assessment, and Sample Collection

The animals used in this study were selected from a bigger pool consisting of 294 German Landrace (DL) piglets, which were used in our previous GWAS (Ponsuksili et al., 2015). Inclusion criteria for the present study are phenotypic extremity for early life coping behavior trait as well as the haplotypes at a coping behavior-associated QTL (Gley et al., 2019a,b). Using the same animals, early life coping style and haplotype-based classification allowed the selection of 20 pigs—10 high reactive (HR) animals and 10 low reactive (LR) animals. Early life coping behavior phenotype was assessed using backtests according to Zebunke et al. (2017). Early life backtest behavior reflects the coping strategy and is a heritable and repeatable indicator also at later age. Our previous study including a much larger data set of 3,555 animals, of which the animals used here represent a subset, could demonstrate that the correlations among the backtest traits frequency, duration and latency of struggles were moderate to high at a single time point (*r*_*s*_ = | 0.63–0.78|) and moderate between each trait at different time points (*r*_*s*_ = | 0.19–0.44|). Genetic correlations were high for all traits and time points (*r*_*g*_ > 0.89). Backtests were conducted on days 5, 12, 19, and 26 *post natum*. In brief, piglets were swiftly put onto their backs in a cellulose-padded V-shaped device. After reaching immobility, a 60 s test period started. Recorded backtest parameters included Latency (interval between initial immobility and first struggling attempt), Duration (total time spent struggling) and Frequency (count of escape attempts). In a subsequent step, the total scores of latency (tL), duration (tD), and frequency (tF) were determined by summing up the individual parameters on days 5, 12, 19, and 26 *post natum*. For a detailed description of haplotype estimation and trend regression analysis (Gley et al., 2019a). As described in our previous study, average 157 days post natum, experimental animals were weighed, stunned by electronarcosis and slaughtered by exsanguination (Gley et al., 2019a). Immediately after exsanguination, adrenal glands were collected and sampling of intra-cranial structures was carried out by swiftly removing the pig’s brain. The amygdala (including sub-nuclei), the hypothalamus and the hippocampus were anatomically localized and excised using a stereotaxic atlas of the porcine brain as reference guide. Tissue samples were flash-frozen in liquid nitrogen and stored at –80°C for transcriptome profiling.

### Microarray Data

We used microarray data from our previous studies (Gley et al., 2019a,b). In brief, whole porcine transcriptomes of amygdala, adrenal gland, hippocampus and hypothalamus were analyzed using Affymetrix snowball arrays (Affymetrix, Santa Clara, CA, United States). The amplified sense strand cDNA for microarray hybridization was generated using the Ambion WT Expression Kit (Ambion, Austin, TX, United States). The cDNA fragmentation and biotin-labeling steps were carried out using Affymetrix GeneChip WT Terminal Labeling Kit (Affymetrix, Santa Clara, CA, United States) and individual samples were hybridized on the gene chips. Following staining, washing and scanning of the arrays, data was processed using Affymetrix GCOS 1.1.1 software. The raw data was deposited in the NCBI Gene Expression Omnibus^1^ (GEO: GSE125079, GSM3562317-GSM3562336; GSE125080, GSM3562337-GSM3562356; GSE109155, GSM293170-2933189, and GSM2933190-2933209). Raw data was normalized by the robust multichip average algorithm (RMA) and further pre-processed using the detection above background (DABG) algorithm in Affymetrix Expression Console 1.3.1.187 (Affymetrix, Santa Clara, CA, United States). Merely probes that were present in at least 80% of the total number of samples were kept. These normalized and filtered data was transformed into a mixOmics compatible numeric data matrix.

### Illumina Hiseq Next-Generation Deep Sequencing Data

In our previous study (Haack et al., 2019), raw sncRNA deep sequencing datasets were converted to FASTQ format and submitted to ArrayExpress. It can be accessed at http://www.ebi.ac.uk/arrayexpress (accession number: E-MTAB-7499). We used this data in our present study and applied the following further processing steps: Adapter trimming and filtering of contaminated sequences as well as low-quality reads using Flexbar v3.2 and FastQC v0.11.5 was followed by removal of low abundance reads (<10 reads/sequence). The produced reads are referred to as clean reads. The number of reads (in millions) and mapping statistics from all samples have been reported previously (Haack et al., 2019). Briefly, in amygdala, hippocampus, hypothalamus, and adrenal gland, there are 101, 99, 139, and 59 M unique reads, respectively, with an average of 95% mapped reads in the porcine genome (Ssc11.1). Where necessary, unique sequence reads were generated by collapsing identical sequence reads within one set of clean reads. CCA sequences that were attached to tRNA 3′ tails during post-transcriptional processing were removed before mapping of the sequences. In a next step, we used the bowtie aligner to map the reads to *sus scrofa* genome RefSeq assembly 11.1 (GCF_000003025.6). Two mismatches were allowed and the best mapped reads according to the “best strata” mode were retained. *Sus scrofa* annotation release 106 was used for annotation and complemented by miRDeep2 for high confidence annotation of existing miRNA as well as discovery of putative novel miRNA (Friedlander et al., 2012). In order to further illuminate the identity of non-miRNA sncRNAs, we consulted the high confidence annotation set provided by Anthon et al. (2014). Additionally, we carried out a homology-based database matching with the pan-specific RNAcentral database^2^ (Petrov et al., 2017). RNAcentral assesses mapping quality regardless of taxonomic similarity. Since there is a higher level of ncRNA conservation among taxonomically closely related species, we evaluated the confidence of RNAcentral results against this background.

### Integration of mRNA, miRNA, and tRNA Data

We used the R package MixOmics v6.8.5 to integrate Omics data. This tool provides an array of multivariate methods for exploration, integration as well as visualization of large-scale biological datasets from different sources (Rohart et al., 2017). Our input dataset comprised microarray mRNA expression data as well as NGS miRNA and tRNA data measured on the same 20 samples. mRNA data were normalized, log2 transformed and filtered. The tRNA as well as miRNA read count matrices were transformed and normalized using the DESeq2 method “variance-stabilizing transformation” (VST) (Love et al., 2014). All input files were converted to mixOmics compatible numeric data matrices and the Data Integration Analysis for Biomarker Discovery (DIABLO) using Latent cOmponents implementation was employed (Singh et al., 2019). DIABLO is able to integrate complex data sets of heterogenerous origin generated by different platforms and measured on different scales. Since high throughput biological data integration produces multiple highly correlated variables, we used the sparse partial least squares regression discriminant analysis (sPLS-DA) for variable selection (Lê Cao et al., 2011). sPLS-DA represents a natural extension to the classic sPLS proposed by Lê Cao et al. (2008). We applied the mixOmics *block.splsda()* function for the identification of highly correlated variables (X) which simultaneously explain the categorical variable (Y) used to supervise the analysis. To assess the number of parameters, the global performance, the balanced error rate (BER), and to select the optimal metric distance and define the number of components kept for our block.splsda analysis, we computed the evaluation criteria using the perf() function from DIABLO. As input arguments we used our block.splsda object (without variable selection), Mfold validation (*n* = 10), repeated the cross-validation (50 repetitions), and calculated the area under the curve (AUC). We fine-tuned our model using tune.block.splsda() function, and determined the optimal number of variables kept for our final block.splsda analysis and the downstream analysis. We ran tune.block.splsda() using the results from our perf() run indicating the use of mahalanobis distance, two components and two cross-validation steps (nrepeat = 2). We then applied the mixomics block.splsda() function using the our data as input, three components, and the features to select from each component. We created performance plots in order to observe the overall balanced error rate (BER) and determine the optimal number of components. The centroids.dist graph seems to produce the best accuracy. The output variable $choice.ncomp integrates the centroids.dist distance as well as the BER and indicates the optimal number of components for the final DIABLO model. On average across all four tissues, the greatest decrease of the BER occurred from first to second component, hence we decided to select 2 as optimal number of components. We visualized these components of the *block.splsda* results using the *plot.loadings()* function. This function creates a horizontal bar plot visualization of loading vectors. Each variable’s contribution to each component is depicted in a bar plot where length of the bars correspond to the loading weight (representing importance) of the feature. For discriminant analysis, highest or lowest median values of the variables with color code corresponding to the outcome of interest are visualized, where color corresponds to the group in which the feature is most abundant. Additionally, a circos plot was created from the *block.splsda* results, depicting the highest and lowest Pearson’s correlations between most discriminant mRNAs, miRNAs and tRNAs. Relevant associations between the X and Y variables were displayed using the *network()* function, by using a pairwise association score. To achieve improved clarity of the depicted network, a threshold score (cut-off) of 0.80 was set in order to exclusively represent variables X and Y with an association score greater than that threshold. In the resulting network, each X- and Y-variable corresponds to a node and the edges portray the association between them. Finally, all identified molecules linked to coping behavior haplotypes in each tissue were mapped to the pig genome (Sscrofa 11.1) using the R package *circlize* (Gu et al., 2014).

### Prediction of miRNA Targets and Correlation Between miRNA and mRNA Profiles

Based on Ensembl annotation version 101, 17064 3′-UTR sequences, 16857 5′-UTR sequences and 20320 coding sequences were extracted from the *Sus scrofa* genome (Sscrofa11.1). Extracted sequences were split into 2 kb fragments with a 50 base overlap. The outputs were considered as potential base pairing targets to the given miRNA using RNAhybrid version 2.1.2 with a binding energy cut-off of –25 k, a helix constraint ranging from 2 to 7, and one hit per target setting (Krüger and Rehmsmeier, 2006). Each potentially hybridizing miRNA-mRNA pairing is summarized by its minimum free energy and its *p*-value. The mRNA expression data of the same samples was used for a pairwise correlation analysis. Pearson correlations between miRNA and mRNA profiles of the same samples in each tissue were calculated and considered significant at FDR < 5%. Only negatively correlating miRNA/mRNA pairs were included in further analyses and subjected to IPA software (Ingenuity Systems, Redwood City, CA) for functional analysis. This software categorizes genes based on annotated gene functions and statistically tests for over-representation of functional terms within the gene list. Benjamini-Hochberg *p*-value adjustment was applied using cut-off level FDR < 0.05.

### Validation of miRNA NGS Data With Quantitative Real-Time PCR

The cDNA synthesis of selected miRNAs was performed according to Mentzel et al. (2014). Briefly, 1 unit of poly(A) polymerase 1 μM was used to attach poly(A) tails to 250 ng of small RNA. The product was reverse transcribed using RT-primers (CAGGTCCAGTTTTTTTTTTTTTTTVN where V equals A, C, and G and N equals A, C, G, and T), 0.1 mM of NTPs and 100 units of MuLV reverse transcriptase (Invitrogen, Carlsbad, CA, United States). The synthetic cDNA spike-in miR-39-1 was added to the RT mix to monitor RT efficiency variance. The RT mix was incubated at 42°C for 1 h. Subsequently, enzymatic activity was terminated by a 95°C step. In total, expression of 12 miRNAs from 80 individual samples was investigated using the Fluidigm BioMark HD qPCR System (Fluidigm Corporation, San Francisco, CA). Specific target amplification (STA) was conducted following manufacturer’s recommendations. In a next step, pre-amplification sample mixtures with a total volume of 5 μL, containing 1.25 μL of cDNA, 1 μL PreAmp Master Mix (Fluidigm PN 1005581), and 0.5 μL Pooled Delta Gene Assay Mix (500 nM) were composed. After incubation of pre-amplification mixtures, exonuclease I treatment as well as 10 × dilution of STA with DNA suspension buffer (TEKnova, PN T0221) followed. Quantitative real-time measurements were carried out using 96.96 (96 samples × 96 assays) dynamic arrays (Fluidigm Corporation, CA, United States) as instructed by the manufacturer. Resulting data were analyzed with proprietary real-time PCR analysis software in the BioMark HD instrument. The miRNAs 5S and cel-miR-39-3p were used as references and calculations were based on the 2−ΔCt method. Primer sequences were shown in Supplementary Table 1. Pearson correlation coefficient (r) calculations between the NGS miRNA data and qPCR data were performed using the *rcorr ()* function in R.

## Results

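The adrenal part of these data is reported here from 20 German Landrace pigs, 10 high-reactive (HR) and 10 low-reactive (LR), slaughtered at 157 days of age on average. The animals were the extremes of the backtest, in which the struggling of a piglet held on its back is recorded, and differed in their haplotypes at a coping behavior QTL. The labels of the samples call the animals adult, and neither the labels nor the text of the paper give a batch, litter or sex. RNA of each adrenal gland was hybridized to its own Affymetrix Porcine Snowball array, so that every value belongs to 1 animal. The authors normalized the arrays by robust multichip averaging (RMA) and deposited log2 values, which were used as they stand. The deposited table held 47845 probe sets, and 47722 remained after 123 controls were left out. Of these, 26426 carried 1 gene symbol, 0 carried several and 21296 had no name in the annotation used. The named probe sets cover 13755 symbols, and the probe set with the highest mean stood for a gene with several. The detection filter of the authors rests on probe intensities and is not contained in the table, so that no filter was applied. Median log2 values lay between 4.74 and 4.81 over the arrays. The array of animal HR2835 had a mean correlation of 0.938 with the other arrays, while the remaining 19 lay between 0.977 and 0.983. All animals were kept, and values without HR2835 are given where they change a result. HR and LR were compared with limma for every probe set, with Benjamini-Hochberg adjustment, and a positive log2 difference means a higher value in HR. The number of arrays limits the precision of every value. The brain tissues, the miRNA and the tRNA data were not analysed here.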

Tissue samples of porcine adrenal gland, amygdala, hippocampus and hypothalamus using microarray-based mRNA expression profiling as well as sncRNA deep sequencing from our previous studies were used for downstream analyses (Gley et al., 2019a,b; Haack et al., 2019). Discovered sncRNA structures mainly consisted of miRNA, Rrna, and tRNA, with additional low abundance RNA species including yRNA, piRNA as well as snoRNA. All data sets were measured on the same samples and were normalized and filtered as well as integrated by using mixOmics in order to create coping haplotype related biomarker panels.

### Integration and Identification of a Biomarker-Related Coping Style Haplotype

After filtering of NGS data, in total 363 miRNAs and 173 tRNAs including their cleavage products were retained and used for subsequent analyses in all tissues. Numbers of post-filter analysis ready mRNAs were 11,837 for the adrenal gland, 9,312 for the amygdala, 9,769 for the hippocampus and 10,795 in case of the hypothalamus. 

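Marker transcripts of the cortex and of the medulla of the adrenal gland did not pass the test between HR and LR. CYP17A1, the 17α-hydroxylase of cortisol and androgen synthesis, had a log2 value of 13.54 ± 0.095 (SD, n = 10) in HR and 13.57 ± 0.069 (SD, n = 10) in LR. CYP21A2, the 21-hydroxylase of cortisol and aldosterone synthesis, lay at 13.50 ± 0.26 in HR and 13.59 ± 0.20 in LR, and SCARB1, which takes up cholesterol from lipoproteins, at 13.29 ± 0.23 in HR and 13.35 ± 0.07 in LR. Of the chromaffin cells of the medulla, chromogranin B (CHGB) lay at 12.16 ± 0.38 in HR and 12.14 ± 0.40 in LR and chromogranin A (CHGA) at 11.23 ± 0.27 in HR and 11.17 ± 0.32 in LR. Such values depend on the probes of each gene and are not compared between genes. None of these 5 genes passed limma between HR and LR, with an unadjusted p of 0.419 for CYP21A2 and 0.528 for SCARB1. Over all probe sets the median of the mean log2 value was 4.78. The 11837 probe sets with the highest mean, as many as the paper kept, are 24.8% of those tested and reach down to a mean of 6.41. They hold 14 of the 21 measured mRNAs that Table S2 lists for the adrenal gland. The detection calls that the paper filtered on were not used here, so that these need not be the same probe sets.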

We applied the sPLS-DA function of the mixOmics R package for the identification of relationships between highly discriminant mRNAs, miRNAs, and tRNAs separately for all four tissues. 

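An sPLS-DA of the adrenal array values alone, with miRNA precursor probe sets included, selected none of the measured mRNAs that Table S2 lists. On component 1 the largest loading belonged to an unnamed probe set (0.779) and the next to a dim probe set of the mouse mir-98 precursor (0.44), at a log2 value of 2.69 ± 0.25 in HR and 2.02 ± 0.34 in LR (SD, n = 10 each). Table S2 lists miR-98-5p for HR, but the precursor is not the mature miRNA, and the human and bovine probe sets of mir-98 differed by 0.048 and -0.022. With a smaller loading (0.086), component 1 kept GIMAP6, a GTPase of lymphocytes, at 5.73 ± 0.14 in HR and 5.41 ± 0.18 in LR. It also selected AP3S1, a subunit of the AP-3 vesicle coat, at 4.42 ± 0.14 in HR and 4.67 ± 0.093 in LR, while a dimmer second probe set of AP3S1 differed by -0.087. The highest loading of a named gene on component 2 belonged to XRCC6, a DNA end-binding protein, at 7.34 ± 0.31 in HR and 7.46 ± 0.19 in LR, and like AP3S1 it was picked for mention after its values were seen. Of the 8 probe sets kept on component 1 and the 18 kept on component 2, 0 belonged to the 21 measured mRNAs listed there. In limma, GIMAP6 differed by 0.32 with an unadjusted p of 7.1e-04 and AP3S1 by -0.24 with p = 0.00148, and XRCC6 had p = 0.289. With 10-fold cross-validation repeated 50 times, the balanced error rate was 0.497 ± 0.106 (SD over repeats) with component 1 and 0.446 ± 0.082 with both components, where guessing gives 0.5. The rate with both components was 0.305 without scaling and 0.699 with probe sets above the median level only, and it was 0.668 without animal LR2611 and 0.371 without animal HR2857.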

The optimal bio-signature of different transcript types in adrenal, amygdala, hippocampus, and hypothalamus was identified via 2 components. In addition, these identified markers were also correlated with each other, as indicated by a positive or negative relationship.

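The adrenal mRNAs that Table S2 assigns to component 1 varied together from animal to animal, but the study chose them in these same animals as highly correlated variables, so that this is not independent evidence. Among the 10 LR animals, MPDU1, which acts in the use of dolichol-linked mannose, and LPCAT3, a lysophospholipid acyltransferase, gave Pearson's r = 0.91 (permutation p = 3.2e-04, adjusted p = 0.0192) and Spearman's rho = 0.93 (permutation p = 4.2e-04). Without the 2 animals farthest from the median of MPDU1, r was 0.97. UXT, a prefoldin-like chaperone, and LOC100155098 gave Pearson's r = 0.87 (permutation p = 0.00127, adjusted p = 0.031) and Spearman's rho = 0.89 (permutation p = 0.00119) in LR, and r = 0.90 without the 2 farthest animals. Among the 10 HR animals, ATP1B2, a subunit of the sodium pump, and MPDU1 gave Pearson's r = 0.89 (permutation p = 2.0e-04, adjusted p = 0.0168) and Spearman's rho = 0.83 (permutation p = 0.00441), with r = 0.78 without the 2 farthest animals. In LR the same pair had r = 0.79 (permutation p = 0.0107, adjusted p = 0.0877) and rho = 0.73 (permutation p = 0.0201). The median r over the 15 pairs of component 1 mRNAs was 0.73 in LR and 0.81 in HR, and 15 of the pairs were positive in each group, while without HR2835 the median in HR was 0.62 and 11 of the pairs were positive (lowest r = -0.26). For 10000 random sets of 6 other genes among the 11837 brightest probe sets, drawn after the values were seen, the median of this median r was -0.029 in LR (95th percentile 0.33), 0.014 in HR (0.64) and -0.00085 in HR without HR2835 (0.31). Over the 420 relations computed, 210 in each group, 27 passed an adjusted p of 0.05 by Pearson's r, 23 in HR and 4 in LR, and 0 by Spearman's rho, with 2 pairs passing in both groups. The count in HR rested on HR2835, since 0 pairs passed without this animal (exact permutation test, smallest adjusted p = 0.162), and r of ATP1B2 and MPDU1 was then 0.82 (exact permutation p = 0.00816, adjusted p = 0.171) with rho = 0.77 (exact permutation p = 0.0214).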

We created DIABLO plots to demonstrate the correlation strengths between the different RNA types [Figure 1; Adrenal gland (a), amygdala (b), hippocampus (c), hypothalamus (d)]. Strong correlations ranging from *r* = 0.79 to *r* = 0.87 could be observed between mRNA and miRNA, mRNA and tRNA and miRNA and tRNA in the adrenal gland. The corresponding RNA pairs in the other tissues were moderately to highly correlated: 0.54 ≤ *r* ≤ 0.74 in the amygdala, 0.70 ≤ *r* ≤ 0.86 in the hippocampus and 0.82 ≤ *r* ≤ 0.89 in the hypothalamus. Next, we used the *plotLoadings()* function to present the contributions of the mRNAs, miRNAs and tRNAs that were associated with each group on the first and second component for each tissue. 

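Most adrenal mRNAs of the panel lay close together in both groups. FMOD, a collagen-binding proteoglycan, had a log2 value of 9.14 ± 0.84 (SD, n = 10) in HR and 9.72 ± 0.52 (SD, n = 10) in LR, a difference of -0.58 (standard error 0.28, p = 0.0521) in limma. ACER3, an alkaline ceramidase, lay at 6.42 ± 0.43 in HR and 6.67 ± 0.25 in LR and ANXA6, a calcium-dependent membrane-binding protein, at 8.88 ± 0.31 in HR and 9.04 ± 0.20 in LR, with differences of -0.25 (standard error 0.15) and -0.15 (standard error 0.12). Dimmer probe sets of ACER3 differed by 0.042 and 0.088. MAP2, a microtubule-associated protein of neurons, lay at 5.96 ± 0.68 in HR and 5.75 ± 0.43 in LR, and the neuropeptide GALP at 5.83 ± 0.63 in HR and 6.00 ± 0.43 in LR. Of the 12 measured genes that Table S2 assigns to LR, 5 had the higher mean in LR, and of the 9 assigned to HR, 1 had the higher mean in HR. In sum the direction of Table S2 was met by 6 of 21 genes by mean and by 8 by median, which is the statistic the paper names for this assignment. Without HR2835 it was met by 9 genes by mean. Differences over these genes ranged from -0.58 for FMOD to 0.21 for MAP2, and both limits moved with HR2835, since without it they were -0.34 for FMOD and 0.46 for ATP1B2, with 0.033 for MAP2, and the medians of MAP2 differed by -0.035 with all animals. ANXA6 and GALP then differed by -0.07 and -0.091, against -0.15 and -0.17 with it. In limma, 0 of the 46 probe sets of these genes passed an adjusted p of 0.05 over all probe sets, 0 when adjusted over the list alone (smallest adjusted p = 0.763), and 1 had an unadjusted p under 0.05. The panel was chosen by the study on these animals, so that it is not independent evidence of a direction.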

The contributions on components 1 and 2 of block “mRNA,” “miRNA,” and “tRNA” were shown in Figures 2A,B for the adrenal gland, Figures 3A,B for the amygdala, Figures 4A,B for the hippocampus and Figures 5A,B for the hypothalamus. The *CircosPlot()* function using the correlation cutoff | *r*| > 0.8 was applied to illustrate the correlation between the various omics blocks for each tissue (Adrenal gland: Figure 6A, amygdala: Figure 7A, hippocampus: Figure 8A, hypothalamus: Figure 9A). The relevance networks created by the *network()* function depict the correlation levels between the top molecules. 

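TCN2, FKBP10, LPCAT3, UXT and LOC100155098 of the adrenal panel lay close together in HR and LR. TCN2, a carrier of vitamin B12, had a log2 value of 9.01 ± 0.49 (SD, n = 10) in HR and 9.10 ± 0.21 (SD, n = 10) in LR, and FKBP10, a collagen-folding isomerase of the endoplasmic reticulum, lay at 7.81 ± 0.48 in HR and 7.95 ± 0.22 in LR. LPCAT3 lay at 11.88 ± 0.22 in HR and 11.79 ± 0.21 in LR, UXT at 6.53 ± 0.38 in HR and 6.48 ± 0.24 in LR and LOC100155098 at 10.31 ± 0.36 in HR and 10.22 ± 0.25 in LR. Differences between HR and LR were 0.086 (standard error 0.098, p = 0.388) for LPCAT3, 0.046 for UXT, 0.088 for LOC100155098, -0.084 for TCN2 and -0.14 (standard error 0.16, p = 0.394) for FKBP10 in limma. A second probe set of TCN2, SNOWBALL_024252_st, was dimmer and lower in HR at 3.96 ± 0.63 in HR and 4.70 ± 0.76 in LR, a difference of -0.74 (standard error 0.29, p = 0.0166) that did not pass the adjustment over the panel. Among the 21 pairs of these mRNAs, ATP1B2 and MPDU1 included, the median of Pearson's r was 0.53 in LR and 0.79 in HR, and 4 and 7 pairs passed the permutation test after adjustment. Without HR2835 the median in HR was 0.47 and 0 pairs passed, while LPCAT3 differed by 0.13, UXT by 0.15, LOC100155098 by 0.18, TCN2 by 0.051 and FKBP10 by 0.0029.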

At cutoff level 0.80, the adrenal network (Figure 6B) consisted of seven mRNAs (*TCN2*, *FKBP10*, *ATP1B2*, *MPDU1*, *LPCAT3*, *UXT*, and *LOC100155098*), three miRNAs (miR-19b-5p, miR-26b-5p, and let-7g-5) and nine tRNAs (tRNA^*Arg*^, 5′-tiRNA^*Lys*^, tRNA^*GlyiF*^, 5′-tiRNA^*Leu*^, 5′-tRF^*Ala*^, tRNA^*Leu*^, tRNA^*Ser*^, tRNA^*GluiF*^, 3′-tiRNA^*Gly*^). In the amygdala network (Figure 7B), *SELL* was identified as biomarker linked to coping behavior. While correlated miRNAs including miR-194a-5p, miR-7-1-5p, miR-402-1-3p showed positive correlation, the tRNA molecules 5′-tRF^*Lys*^ and 5′-tiRNA^*Gln*^ were negatively correlated to *SELL*. Other strong coping behavior associated biomarkers in this subnetwork comprised the mRNAs *SNX17*, *APRT*, *EXOSC5* the miRNAs miR-486-1-5p and 5′-tiRNA^*Lys*^. *IGF1* mRNA was connected to miR-58-5p, 3′-tRF^*Val*^ and 3′-tRF^*Glu*^. The mRNA of *PCGF5* was linked to miR-181b-1-5p and miR-59-5p as well as tRNA^*Trp*^. In total 19 mRNAs at cutoff level 0.8 were included in the hippocampus network (Figure 8B). Important examples were *TOB1*, *HIPK2*, *SOBP*, *MCCC2*, *KAL1*, *PAPOLG*, *PBX1*, *NR2F2*, *TCEB3*, and *ZNF516*. miR-125a-5p, miR-194-5p, miR-7139-5p as well as miR-216b-5p represented the miRNA share of the hippocampus network while the eight tRNAs included 3′-tiRNA^*Phe*^, tRNA^*Ser*^, 3′-tRF^*Phe*^, 5′-tRF^*Gly*^, 5′-tRF^*IIe*^, tRNA^*Gly*^, tRNA^*Trp*^, and tRNA^*Glu*^. Prominent mRNA biomarkers in the hypothalamus network (Figure 9B) included *TTC39B*, *C6orf134*, *ANXA11*, *TMEM219*, and *CBL*. Additionally, three miRNAs, miR-188-5p, miR-24-5p and miR-24-1-5p as well as the three tRNAs 3′-tiRNA^*IIe*^, tRNA^*IIe*^ and tRNA^*Glu*^ were found in the panel. The mixOmics framework DIABLO constructs components as linear combinations of mRNA, miRNA and tRNA which are maximally correlated across all input data types with a specific outcome variable—in our study the high and low -reactive coping behavior groups. Simultaneous minimal marker selection associated with the outcome groups is performed. The optimal different transcript types bio-signature in adrenal gland, amygdala, hippocampus and hypothalamus was identified in this study consisting of in total 228 molecules including 86 mRNA, 61 miRNA, and 81 tRNA and their cleavage products across two component sets (Supplementary Table 2). The whole set of molecules was mapped to the pig genome as shown in Figure 10 and Supplementary Table 1.

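On Sscrofa11.1, ATP1B2 spans bases 52925697 to 52932638 of chromosome 12 and MPDU1 bases 52878924 to 52882854, with 42843 bases between them. Among the 25 mRNA entries of the adrenal panel, 6 lie on chromosome 12. Besides ATP1B2, MPDU1 and the small nucleolar RNA SNORD65, these are NXN, MXRA7 and FKBP10. NXN, a thioredoxin-like oxidoreductase listed as LOC100523510, lies at bases 46909175 to 47075435 and had a log2 value of 7.59 ± 0.45 (SD, n = 10) in HR and 7.66 ± 0.20 (SD, n = 10) in LR. MXRA7, a matrix remodelling-associated protein, lies at bases 4822306 to 4866818 and was measured at 8.47 ± 0.66 in HR and 8.56 ± 0.55 in LR, while FKBP10 lies at bases 20872155 to 20881604. The limma differences were -0.079 (standard error 0.15) for NXN and -0.091 (standard error 0.25) for MXRA7, with unadjusted p-values of 0.6 and 0.717. Without HR2835 these differences were 0.054 and 0.084. A dimmer probe set of NXN differed by 0.038 with all animals. SNORD65 and SNORA32 had no named probe set here, and positions are those of RefSeq genes matched by symbol.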

**FIGURE 1:**
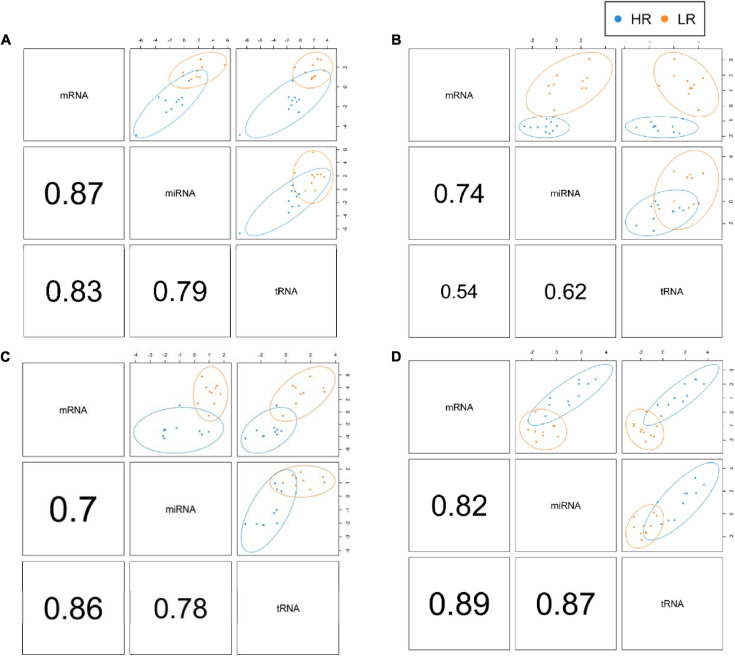
DIABLO plots of the adrenal gland **(A)**, amygdala **(B)**, hippocampus **(C)** and hypothalamus **(D)** showing individual correlation strengths between the different RNA pairs. Red color indicates low-reactive (LR) group and blue depicts high-reactive (HR) group association.

**FIGURE 2:**
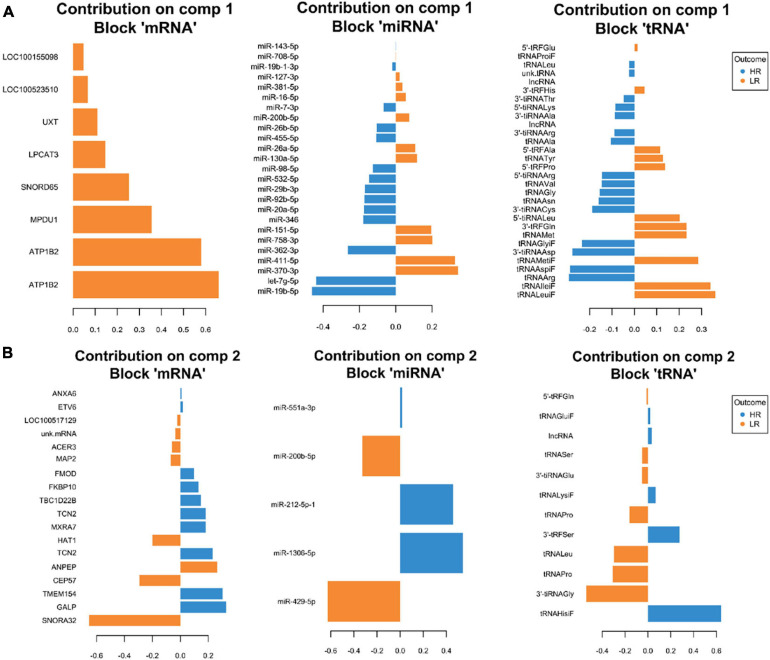
Representation of the optimal biomarker panel of mRNA, miRNA, and tRNA correlated to coping behavior haplotype groups over two component sets in the adrenal gland. DIABLO minimal set of feature selection across data types could discriminate between high-reactive (HR) and low-reactive (LR) groups in component 1 **(A)** and component 2 **(B)**. Blue-colored bars are indicators for the HR group, yellow-colored bars indicate the LR group (DIABLO: Data Integration Analysis for Biomarker discovery using Latent cOmponents).

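A score was built for every animal from the 6 measured component 1 mRNAs, ATP1B2, MPDU1, LPCAT3, UXT, NXN and LOC100155098, as the sum of their standardized log2 values weighted by the loadings of Table S2, which assigns all of them to LR. The score was 0.12 ± 1.44 (SD, n = 10) in HR and -0.12 ± 1.16 (SD, n = 10) in LR. HR animals lay between -3.22 and 1.90 and LR animals between -1.55 and 1.46. An LR animal had the higher score in 43% of the 100 pairs of an LR and an HR animal (two-sided permutation test of the means with 100000 resamples, p = 0.698). Without HR2835, which had the lowest score, the means were 0.38 ± 1.04 in HR and -0.34 ± 1.36 in LR, and LR lay above HR in 35.6% of 90 pairs (two-sided exact permutation test, p = 0.209). The score and its values without HR2835 were chosen after the data were seen, and the mRNAs were chosen by the study on these animals, so that the score is not independent evidence.

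**Figure D1:**
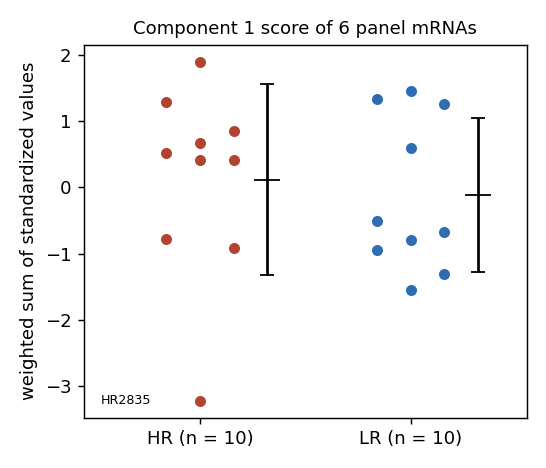
Score of the component 1 mRNAs per animal, in units of weighted standardized log2 values, for the 10 HR (left) and 10 LR (right) animals, with the group mean ± SD as black bars. The groups overlap, and HR2835 lies lowest at -3.22.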

**FIGURE 3:**
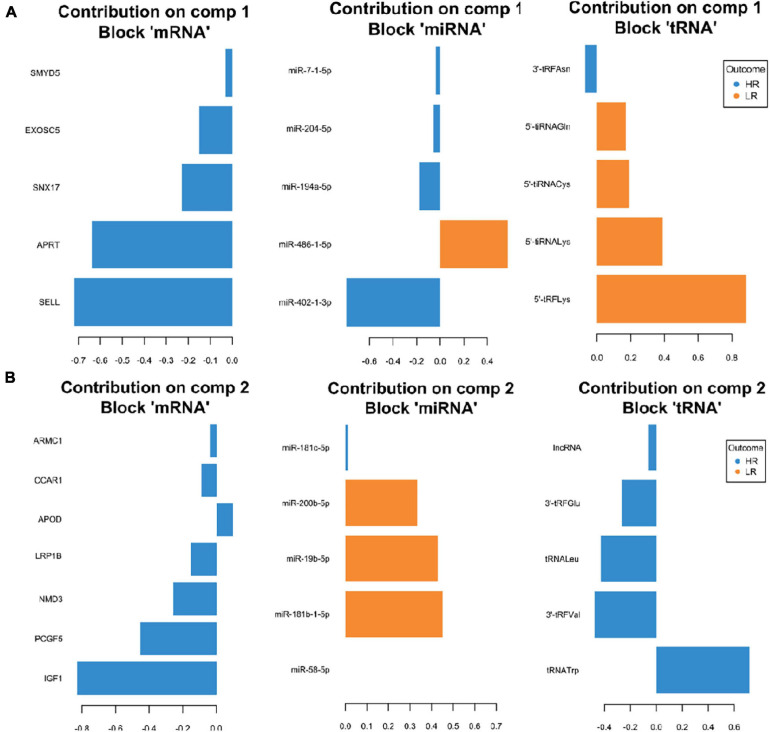
Representation of the optimal biomarker panel of mRNA, miRNA and tRNA correlated to coping behavior haplotype groups over two component sets in the amygdala. DIABLO minimal set of feature selection across data types could discriminate between high-reactive (HR) and low-reactive (LR) groups in component 1 **(A)** and component 2 **(B)**. Blue-colored bars are indicators for the HR group, yellow-colored bars indicate the LR group (DIABLO: Data Integration Analysis for Biomarker discovery using Latent cOmponents).

**FIGURE 4:**
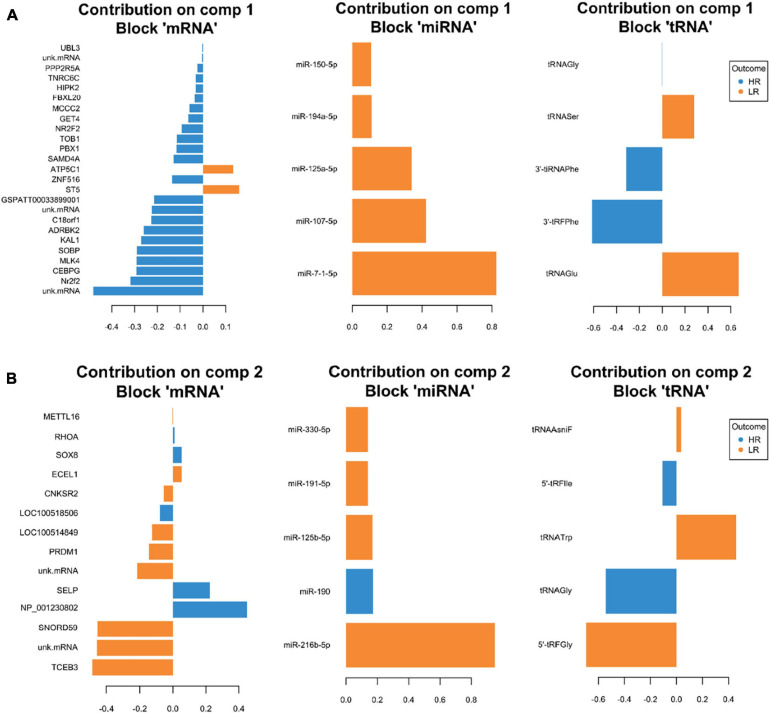
Representation of the optimal biomarker panel of mRNA, miRNA, and tRNA correlated to coping behavior haplotype groups over two component sets in the hippocampus. DIABLO minimal set of feature selection across data types could discriminate between high-reactive (HR) and low-reactive (LR) groups in component 1 **(A)** and component 2 **(B)**. Blue-colored bars are indicators for the HR group, yellow-colored bars indicate the LR group (DIABLO: Data Integration Analysis for Biomarker discovery using Latent cOmponents).

**FIGURE 5:**
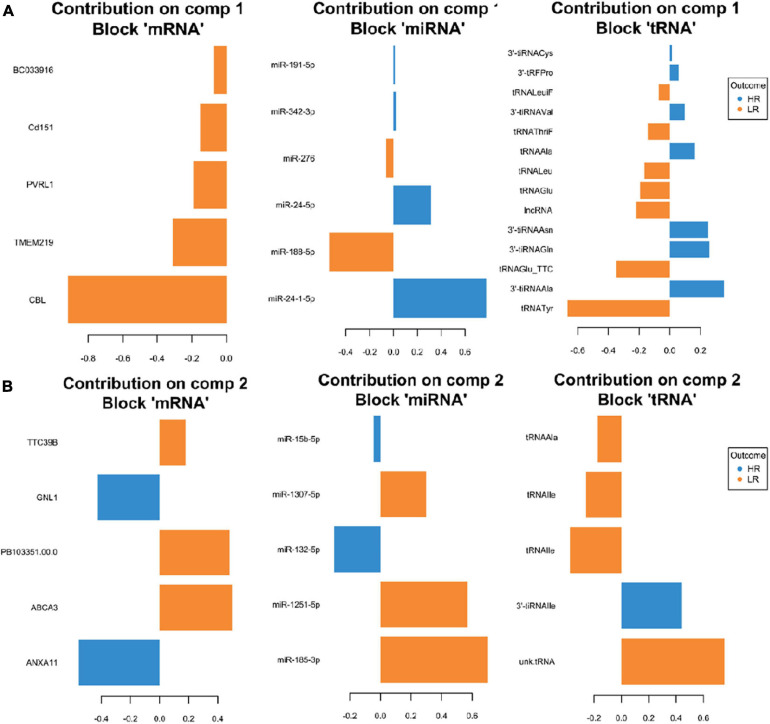
Representation of the optimal biomarker panel of mRNA, miRNA, and tRNA correlated to coping behavior haplotype groups over two component sets in the hypothalamus. DIABLO minimal set of feature selection across data types could discriminate between high-reactive (HR) and low-reactive (LR) groups in component 1 **(A)** and component 2 **(B)**. Blue-colored bars are indicators for the HR group, yellow-colored bars indicate the LR group (DIABLO: Data Integration Analysis for Biomarker discovery using Latent cOmponents).

**FIGURE 6:**
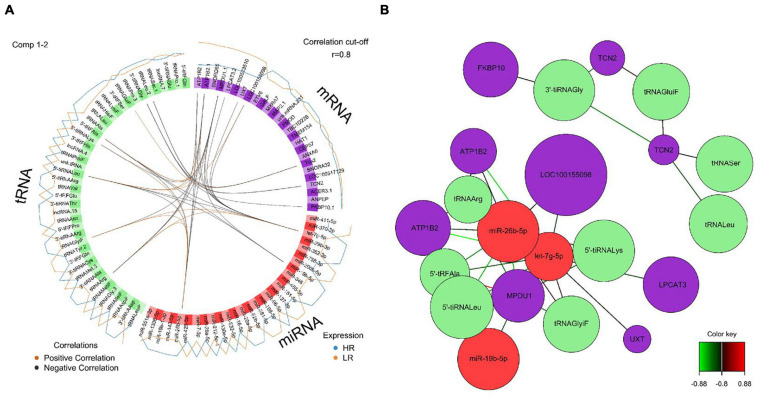
**(A)** Circos plot of mRNA, miRNA, and tRNA linked to coping behavior haplotype groups in the adrenal gland. Positive correlations are indicated by brown-colored connectors, while black connectors indicate negative correlation between mRNA, miRNA and tRNA. Blue and orange colored lines in the outer circle highlight expression levels in either high (HR) or low (LR) reactive coping group. **(B)** Network visualization of mRNA, miRNA, and tRNA panels indicating correlated variables in the adrenal gland (*r* > | 0.80|). Purple colored nodes represent mRNA, red nodes indicate miRNA and green nodes highlight tRNA biomarkers. Correlation between nodes is indicated by edge color as shown in the color key. Negative correlation is depicted by green edges, while red edges represent positive correlation.

**FIGURE 7:**
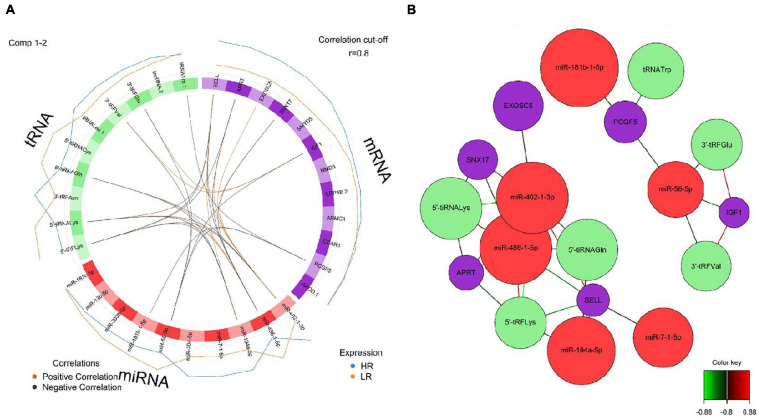
**(A)** Circos plot of mRNA, miRNA, and tRNA linked to coping behavior haplotype groups in the amygdala. Positive correlations are indicated by brown-colored connectors, while black connectors indicate negative correlation between mRNA, miRNA, and tRNA. Blue and orange colored lines in the outer circle highlight expression levels in either high (HR) or low (LR) reactive coping group. **(B)** Network visualization of mRNA, miRNA and tRNA panels indicating correlated variables in the amygdala (*r* > | 0.80|). Purple colored nodes represent mRNA, red nodes indicate miRNA and green nodes highlight tRNA biomarkers. Correlation between nodes is indicated by edge color as shown in the color key. Negative correlation is depicted by green edges, while red edges represent positive correlation.

**FIGURE 8:**
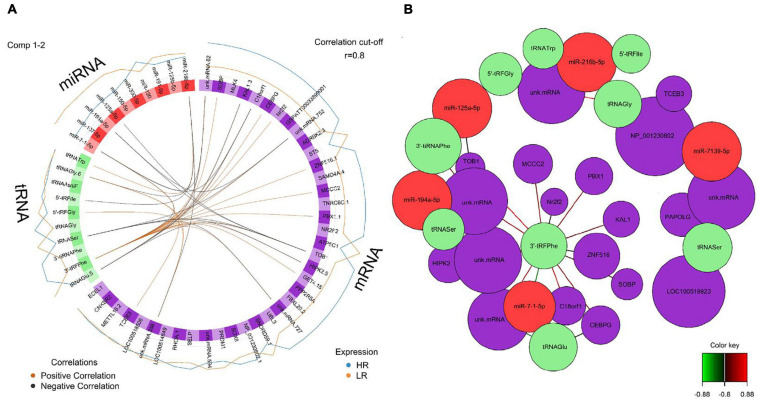
**(A)** Circos plot of mRNA, miRNA, and tRNA linked to coping behavior haplotype groups in the hippocampus. Positive correlations are indicated by brown-colored connectors, while black connectors indicate negative correlation between mRNA, miRNA, and tRNA. Blue and orange colored lines in the outer circle highlight expression levels in either high (HR) or low (LR) reactive coping group. **(B)** Network visualization of mRNA, miRNA and tRNA panels indicating correlated variables in the hippocampus (*r* > | 0.80|). Purple colored nodes represent mRNA, red nodes indicate miRNA and green nodes highlight tRNA biomarkers. Correlation between nodes is indicated by edge color as shown in the color key. Negative correlation is depicted by green edges, while red edges represent positive correlation.

**FIGURE 9:**
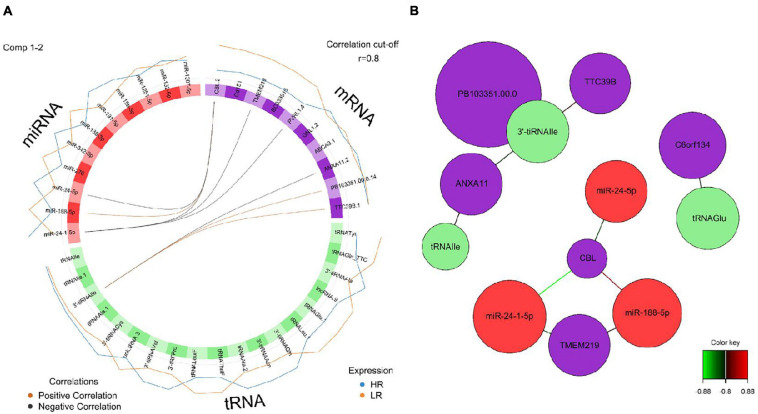
**(A)** Circos plot of mRNA, miRNA, and tRNA linked to coping behavior haplotype groups in the hypothalamus. Positive correlations are indicated by brown-colored connectors, while black connectors indicate negative correlation between mRNA, miRNA and tRNA. Blue and orange colored lines in the outer circle highlight expression levels in either high (HR) or low (LR) reactive coping group. **(B)** Network visualization of mRNA, miRNA, and tRNA panels indicating correlated variables in the hypothalamus (*r* > | 0.80|). Purple colored nodes represent mRNA, red nodes indicate miRNA and green nodes highlight tRNA biomarkers. Correlation between nodes is indicated by edge color as shown in the color key. Negative correlation is depicted by green edges, while red edges represent positive correlation.

**FIGURE 10:**
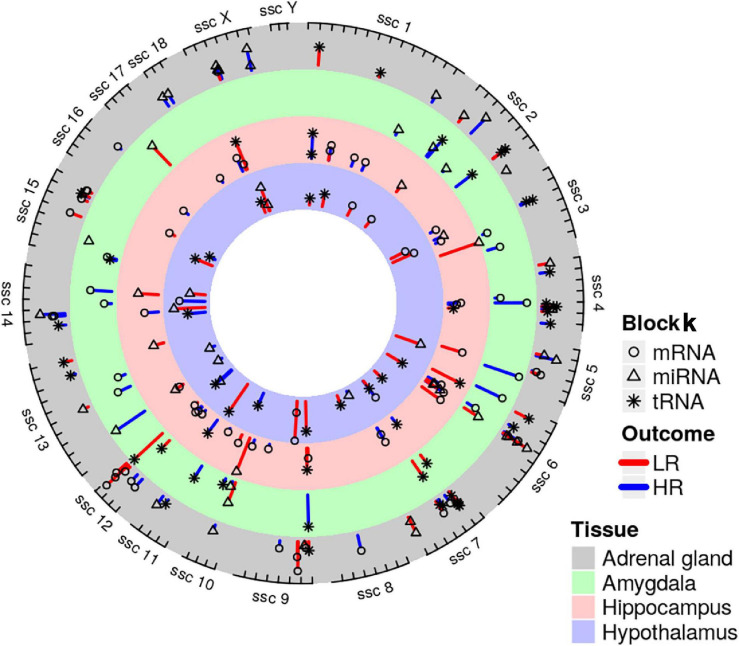
Genomic positions of mRNA (depicted as circularly shaped), miRNA (triangularly shaped) and tRNA (star-shaped) coping behavior related molecules derived by DIABLO analysis of adrenal gland, amygdala, hippocampus and hypothalamus. Molecules were mapped to the Sus scrofa reference genome. Coping behavior haplotype group association is indicated by line color and its length, which illustrates the variation (red highlights the low-reactive (LR) and blue indicates the high-reactive (HR) group).

### miRNA Bio-Signature and Target Prediction

We further selected the miRNA bio-signature for target prediction. In this part, we used the identified miRNAs and all transcripts that negatively correlated with these miRNAs and were predicted to be putative targets. With this analysis, we can see the pathways that were regulated by the identified miRNAs. Sus scrofa genome (Sscrofa11.1) was used for the prediction of miRNA targets. Functional network analysis using IPA software was conducted in order to get biological insights into the interaction of the miRNAs and their predicted targets. After combining the correlation analysis and target prediction results, 9 miRNA (miR-15b-5p, miR-342-3p, miR1307-5p, miR-125-1-5p, miR-24-1-5p, miR-191-5p, miR-188-5p, miR-132-5p, and miR-24-5p) from hypothalamus target in total 1,290 transcripts (Supplementary Table 3). The number of targets of individual miRNAs ranged from 2 to 591 transcripts. The associated biological pathways of each miRNA target was shown in Figure 11. Interestingly, the target transcripts of miR-188-5p and miR-15b-5p enriched in Semaphorin Signaling in Neurons. Additionally, miR-15b-5p targets were enriched in Reelin Signaling in Neurons. Targets of miR-1307-5p and miR-24-1 were enriched in GP6 Signaling Pathway. 

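No predicted target mRNA of the adrenal miRNAs passed the test between HR and LR. MRPL37, a mitochondrial ribosomal protein and predicted target of miR-532-5p, had a log2 value of 10.11 ± 0.26 (SD, n = 10) in HR and 9.90 ± 0.24 (SD, n = 10) in LR, a difference of 0.21 (standard error 0.11, p = 0.0721) in limma. TK2, the mitochondrial thymidine kinase, and TSPO, which acts in mitochondrial cholesterol transport, are further targets of miR-532-5p and differed by 0.13 (standard error 0.12) and 0.15 (standard error 0.16). NMT1, a protein myristoyltransferase among the targets of miR-19b-5p, differed by -0.13 (standard error 0.12), and H2AFZ, a histone variant among those of miR-26b-5p, by -0.16 (standard error 0.16). ACADSB, an enzyme of isoleucine breakdown and the target of miR-370-3p, lay at 7.97 ± 0.33 in HR and 8.09 ± 0.36 in LR. Table S4 holds 82 entries of 77 genes, of which 72 had a probe set under their symbol, 27 with the higher mean in HR and 45 in LR. PLEKHF1, a target of miR-532-5p, is counted by a bovine miRNA precursor probe set under its symbol, the brightest one, which is no measure of its mRNA. The tally of directions rested on HR2835, since 60 had the higher mean in HR and 12 in LR without it. In limma, 0 of them passed an adjusted p of 0.05 over all probe sets, 0 when adjusted over the list alone (smallest adjusted p = 0.995), and 0 had an unadjusted p under 0.05. Without HR2835 these counts were 0, 0 (smallest adjusted p = 0.36) and 5, the last being MRPL37 (p = 0.005), TSPO (0.0212), PIGU (0.0276) and, named after their values were seen, FLNA (0.0348) and MYD88 (0.0466). MRPL37 then differed by 0.28, TSPO by 0.27, NMT1 by -0.021 and H2AFZ by -0.039. The median difference was 0.051 over 10 targets of miR-532-5p, -0.051 over 8 of miR-26b-5p and -0.073 over 4 of miR-19b-5p, with p-values from camera, a test of a list against all other genes, of 0.151, 0.472 and 0.28. Without HR2835 the targets of miR-532-5p had a median of 0.12 and an adjusted p of 0.0148 from camera (adjusted p = 0.378 with an estimated correlation), and those of miR-26b-5p and miR-19b-5p had medians of 0.049 and 0.031. With transcript probe sets only, chosen after the values were seen, PLEKHF1 differed by 0.28 (p = 0.1), 28 targets had the higher mean in HR and 44 in LR, and the targets of miR-532-5p had a median of 0.093 (camera p = 0.0177, adjusted p = 0.0885, 0.971 with an estimated correlation). Without HR2835 as well, PLEKHF1 differed by 0.43 and passed over the targets alone (adjusted p = 0.0292) but not over all probe sets (0.59), the tally was 61 and 11, 6 targets had an unadjusted p under 0.05, and the miR-532-5p median was 0.16 (camera, adjusted p = 4.1e-04, 0.23 with an estimated correlation). Targets were chosen by the study through negative correlation with a miRNA in these animals, so that the list is not independent evidence.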

Six miRNA (let7g-5p, miR-532-5p, miR-551a-3p, miR-26b-5p, miR-370-3p, and miR-19b-5p) of bio-signature sets from the adrenal gland target 82 transcripts (Supplementary Table 4). The number of miRNA targets ranged from 1 in case of miR-370-3p to 56 transcripts in case of let7g-3p. The biological pathways of each miRNA target was shown in Figure 11. 

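Genes of insulin secretion and of semaphorin signaling, in lists of wider scope than the predicted targets, were spread over both directions in the adrenal gland. SLC2A1, the glucose transporter GLUT1, had a log2 value of 8.87 ± 0.46 (SD, n = 10) in HR and 9.25 ± 0.24 (SD, n = 10) in LR, a difference of -0.38 (standard error 0.16, p = 0.0229) in limma, and of -0.25 without HR2835. ADCY2, an adenylyl cyclase, differed by 0.21 (standard error 0.13), and GNAS, the stimulatory G protein subunit, by -0.11 (standard error 0.082). Among the predicted targets, ITPR3, a calcium channel of the endoplasmic reticulum, differed by 0.047, ADCY4 by -0.078, STAT5B by 0.03 and the translocon subunit SEC61A1 by -0.04. Of the semaphorin list, FES, a tyrosine kinase downstream of plexins, differed by 0.14 (standard error 0.078, p = 0.0955), SEMA6D by 0.23 and SEMA3F by -0.17, and the plexins PLXNA1 and PLXND1 of Table S4 by -0.05 and 0.077. Without HR2835 the differences were 0.13 for ITPR3, 0.024 for ADCY4, 0.12 for STAT5B, 0.071 for SEC61A1, 0.047 for PLXNA1, 0.15 for PLXND1, -0.049 for GNAS and 0.12 for SEMA6D. Of 62 listed insulin secretion genes 57 were measured, and 26 were higher and 31 lower in HR, with a median difference of -0.019 (camera p = 0.822), and of -0.033 without HR2835. Of 41 listed semaphorin genes 40 were measured, and 19 were higher and 21 lower in HR, with a median of -0.0024, a mean of -0.0075 and a test direction toward HR (camera p = 0.614), and without HR2835 its median was 0.02. Neither list passed the adjustment over 25 lists, 0 members passed limma over all probe sets in both, 0 when adjusted over the list alone, and 1 member, SLC2A1, had an unadjusted p under 0.05.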

The targets of let7g-3p were enriched in Insulin Secretion Signaling Pathway, while targets of miR-551a-3p were enriched in Semaphorin Signaling in Neurons. At a significance level of FDR < 0.05, no targets from bio-signature miRNA of amygdala and hippocampus were found. Finally, we selected 3 miRNAs in each tissue for qPCR validation as shown in Figure 12. Our NGS miRNA data and qPCR miRNA data of the identical samples showed good consistency with the coefficient of correlation ranging from *r* = 0.50 to *r* = 0.72 at significance level *p* < 0.05.

**FIGURE 11:**
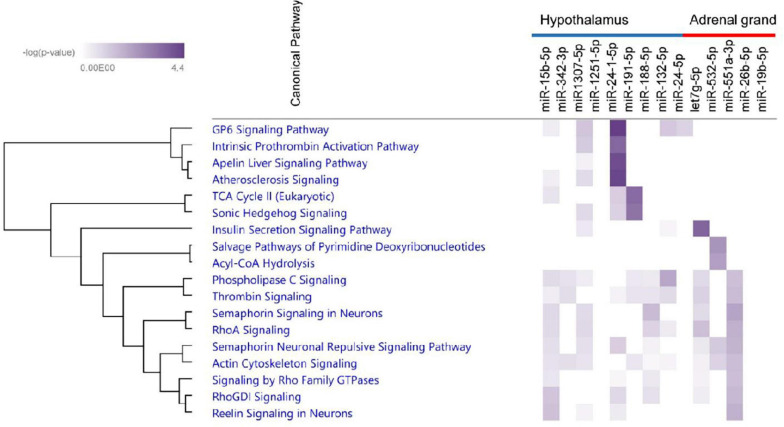
Heatmap showing enriched canonical pathways derived from analyses of miRNAs and corresponding mRNAs. The first nine miRNA including miR-15b-5p, miR-342-3p, miR1307-5p, miR-125-1-5p, miR-24-1-5p, miR-191-5p, miR-188-5p, miR-132-5p, and miR-24-5p belong to bio-signature miRNA of the hypothalamus. The other five miRNA belong to bio-signature miRNA of the adrenal grand. The intensity of color indicates significance from light to dark.

**FIGURE 12:**
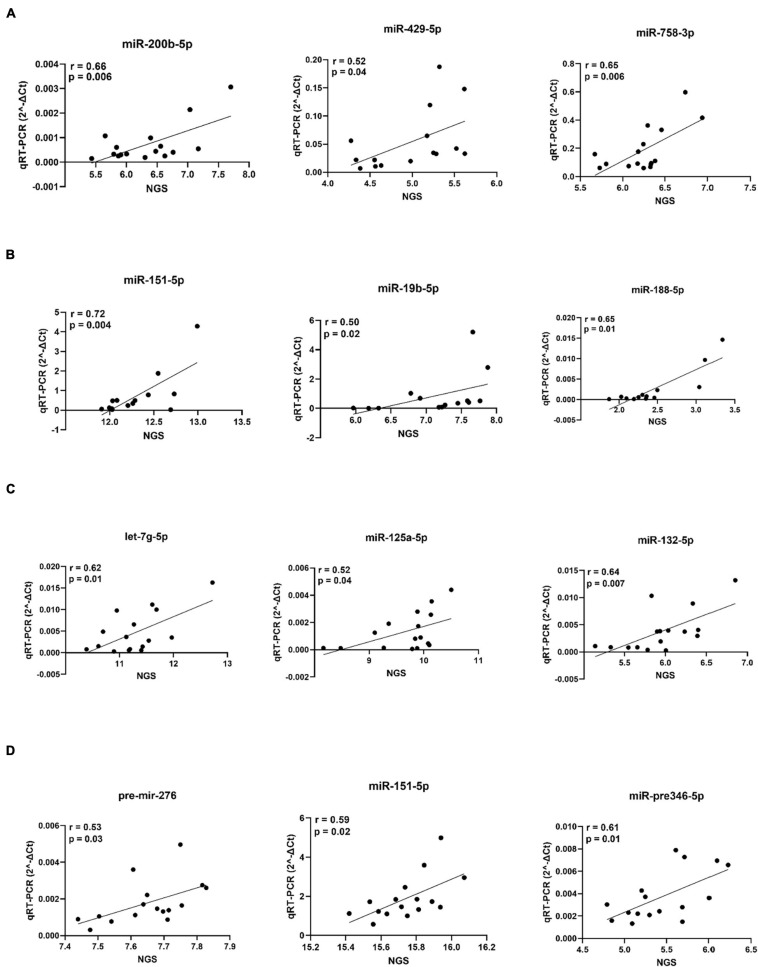
qPCR validation of selected miRNAs of the adrenal gland **(A)**, amygdala **(B)**, hippocampus **(C)** and hypothalamus **(D)**. For each miRNA, variance stabilized transformed NGS signals are plotted on the *x*-axis and qPCR (2^–ΔCt) data on the *y*-axis.

## Discussion

Technological advances have allowed the collection of data from different layers of transcriptomic complexity, resulting in multiple omics (multi-omics) data obtained from the same set of samples. In our previous studies, using microarray technology, we identified mRNA transcriptomic profiles of the hypothalamic-pituitary-adrenal (HPA) axis (hypothalamus and adrenal gland) and the limbic forebrain system (amygdala and hippocampus), that differed between HR and LR groups enriched the molecular signaling pathways, and candidate genes underlying coping behavior in pigs (Gley et al., 2019a,b). In addition, using NGS sequencing technology, we reported small non-coding RNA (sncRNA) expression in central parts of the physiological stress and anxiety response system (Haack et al., 2019). Particularly, we observed marked differences in the expression profiles of limbic system tissues compared to those associated to the HPA/stress axis, with a surprisingly high aggregation of 3′-tRNA halves (3′-tiRNA) in amygdala and hippocampus (Haack et al., 2019). Potential causes for tiRNA formation are stressors like tissue hypoxia, nutrient deprivation, oxidative dysbalances, and metabolic abberations, where levels of tiRNAs are correlated with the degree of tissue damage (Anderson and Ivanov, 2014). Human studies showed a cell type and phenotype specific composition and abundance of tRFs and tiRNAs, which raises the possibility of using them as biomarkers (Telonis et al., 2015).

By incorporating data from different layers of biological complexity, system biology approaches provide improved biological insights compared to traditional single data analyses. Single omics analyses omit the interactions occurring between different omic layers and as a consequence, prevent the reconstruction of accurate molecular biological networks. Therefore, integrating multi-transcript level data in a holistic approach may bridge the information gaps, provide deeper knowledge about the transcriptional interplay shaping behavioral traits and uncover molecular networks underlying complex phenotypes like coping behavior. In the present study, the integrative analysis of mRNA, miRNA and tRNA revealed molecular drivers explaining the variation between the HR and the LR coping behavior group. 

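No single gene passed the limma test between HR and LR adrenal glands over all probe sets, and CCL20, NMI, ADAMTS1 and PPP1R16B are among the 10 genes with the smallest p in their direction. EYA1, MYL1, ZSWIM6 and SMNDC1 had smaller p-values than these 4 and were passed over after the values were seen. CCL20, a chemokine that attracts lymphocytes and dendritic cells, had a log2 value of 4.14 ± 1.17 (SD, n = 10) in HR and 6.12 ± 1.30 (SD, n = 10) in LR, a difference of -1.98 (standard error 0.50, p = 6.9e-04), and its second probe set differed by -1.66 (standard error 0.43). NMI, an interferon-induced protein, lay at 5.02 ± 0.82 in HR and 3.80 ± 0.69 in LR, a difference of 1.22 (standard error 0.31, p = 7.2e-04). ADAMTS1, a secreted metalloprotease, lay at 6.08 ± 0.37 in HR and 6.57 ± 0.20 in LR, and PPP1R16B, a regulatory subunit of protein phosphatase 1, at 8.05 ± 0.36 in HR and 8.59 ± 0.35 in LR. Other probe sets of the same genes differed by -0.18 for NMI, by -0.41 and -0.22 for ADAMTS1 and by -0.21 and 0 for PPP1R16B. For CCL20 and ADAMTS1 the first values given are of the probe set with the smallest p, and the brightest probe set of each differed by -1.66 (p = 7.5e-04) and by -0.22 (p = 0.132). Of the 47722 probe sets, 0 passed an adjusted p of 0.05 in limma (smallest adjusted p = 1). An unadjusted p under 0.05 was reached by 1741 (3.65%), 958 higher and 783 lower in HR, where chance gives 2386.1. Without HR2835, 0 passed (smallest adjusted p = 0.606) and 3765 (7.89%) had an unadjusted p under 0.05. On simulated arrays of the same number, with 200 probe sets changed, 47.8% of changes of 0.5 on the log2 scale and 95.5% of changes of 1 were called. The simulated noise was independent between probe sets and held no array apart, so that these rates need not hold for the real arrays.
Genes of the capsule and of fibroblasts lay lower in HR by camera with the preset correlation (adjusted p = 1.6e-05 over 25 lists), but did not pass with an estimated correlation (adjusted p = 0.486) or in fry (0.589). LUM and DCN, small proteoglycans of collagen fibrils, had log2 values of 8.36 ± 0.67 (SD, n = 10) in HR and 9.02 ± 0.48 (SD, n = 10) in LR, and of 9.33 ± 0.31 in HR and 9.68 ± 0.41 in LR, and COL1A1, a chain of type I collagen, lay at 10.04 ± 0.60 in HR and 10.41 ± 0.32 in LR. Of 16 measured genes, 14 were lower and 2 higher in HR, with a median of -0.26, and 8 of 10 HR animals had a list score below the LR median. Among leukocyte genes, CD2, a T cell adhesion molecule, lay at 7.24 ± 0.33 in HR and 6.83 ± 0.52 in LR and LCP1, an actin-bundling protein of leukocytes, at 7.72 ± 0.48 in HR and 7.27 ± 0.51 in LR. Of 21 measured leukocyte genes, 15 were higher and 6 lower in HR, with a median of 0.094, and 9 of 10 HR animals lay above the LR median (camera, adjusted p = 0.0116, adjusted p = 0.705 with an estimated correlation). Of 6 red blood cell genes, 5 were higher and 1 lower in HR, with a median of 0.20, and 7 of 10 HR animals lay above the LR median (camera, adjusted p = 0.0112, adjusted p = 0.563 with an estimated correlation). ALAS2, the first enzyme of heme synthesis in red blood cell precursors, lay at 5.76 ± 0.46 in HR and 5.35 ± 0.29 in LR and the globin HBB at 9.17 ± 0.53 in HR and 8.89 ± 0.41 in LR. FMOD of the panel is a member of the capsule and fibroblast list, and 0 members of these lists passed limma when adjusted over the list alone, while 3, 2 and 2 had an unadjusted p under 0.05. Without HR2835 the medians were -0.21 for capsule and fibroblast (adjusted p = 0.00745), 0.15 for leukocytes (0.00169) and 0.21 for red blood cells (0.0292), and with an estimated correlation the adjusted p was 0.672 for each. The leukocyte list did not pass without LR2793 (median 0.052, adjusted p = 0.222), HR2915 (median 0.057, 0.106) or HR2897 (median 0.037, 0.0512), nor did the red blood cell list without LR2594 (median 0.14, 0.0516) or HR2797 (median 0.15, 0.0566). The median of the leukocyte list was also 0.062 without LR2562, 0.052 with the mean of all probe sets of a gene and 0.24 with the capsule and fibroblast score as a covariate, and that of the red blood cell list 0.12 with the mean of all probe sets. Of 25 lists 4 passed with the preset correlation and 0 with an estimated one, and 0 in fry.

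**Figure D2:**
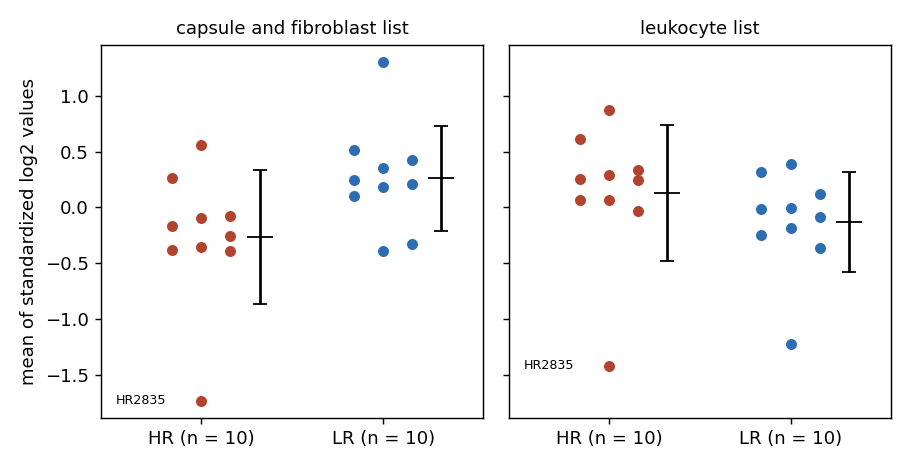
Mean standardized log2 value of the capsule and fibroblast list and of the leukocyte list per animal, for 10 HR and 10 LR animals, with the group mean ± SD as black bars. In the first list 8 HR animals lie below the LR median and in the second 9 lie above it, and HR2835 is the lowest HR animal in both.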

The deduced molecular panels conveyed novel insights into various RNA classes building behavior-linked regulatory networks. We demonstrated potential mRNA-sncRNA interactions occurring in the animals that represent the extremes for varying coping behavior phenotypes.

Two microarray probe sets of the *ATP1B2* transcript led the list of top contributors on component 1, block “Mrna” in the adrenal gland. This gene encodes the ATPase Na+/K+ transporting subunit beta 2. 

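ATP1B2 was expressed at nearly the same mean level in HR and LR and varied widely from animal to animal within each group. Its brighter probe set, SNOWBALL_014995_st, had a log2 value of 9.60 ± 1.30 (SD, n = 10) in HR and 9.41 ± 1.30 (SD, n = 10) in LR, with single animals from 7.08 to 11.20 in HR and from 7.74 to 11.11 in LR. The medians were 9.94 in HR and 9.18 in LR. Its dimmer probe set, SNOWBALL_034049_st, lay at 5.85 ± 0.98 in HR and 5.87 ± 0.92 in LR. The difference was 0.18 (standard error 0.53, p = 0.732) in limma for the brighter probe set and -0.023 (standard error 0.39, p = 0.953) for the dimmer one. Among the other subunits of the sodium pump, ATP1B1, a second β subunit, lay at 8.00 ± 0.27 in HR and 8.21 ± 0.46 in LR, FXYD6, a regulator of the pump, at 9.08 ± 0.44 in HR and 9.06 ± 0.37 in LR, and FXYD3, another regulator, differed by 0.22 (standard error 0.13). Of 15 listed subunits and regulators 10 were measured, and 8 were higher and 2 lower in HR, with a median difference of 0.056 (camera p = 0.123, not passed after adjustment over the lists). In limma 0 of them passed over all probe sets, 0 when adjusted over the list alone, and 0 had an unadjusted p under 0.05. Leaving out HR2835 moved the ATP1B2 difference to 0.46 (standard error 0.48), and leaving out LR2594 moved it to -0.0025. Without HR2835 the dimmer probe set differed by 0.18, and the median of the list was 0.09 (camera p = 0.0721).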

Network visualization demonstrates a negative correlation between *ATP1B2* and miR-26b-5p and let-7g-5p, prompting the assumption of regulatory miRNA-mRNA-interaction between these RNAs. Furthermore, the tRNA^*Arg*^ and tRNA^*GlyiF*^ correlated positively to miR-19b-5p, miR-26b-5p, and let-7g-5p, whereas the tRNA halve 5′-tiRNA^*Leu*^ was negatively correlated. microRNAs and tRFs share many functional features including biogenesis in a Dicer-dependent manner, RNA silencing as well as RISC complex formation with Argonaute proteins (Kumar et al., 2014). Even direct mapping of mirBase cataloged miRNAs to tRF sequences has been demonstrated (Venkatesh et al., 2016). In our present study we showed miRNA and mRNA correlation of tRNA^*Arg*^, tRNA^*GlyiF*^ and 5′-tiRNA^*Leu*^ suggesting the assumption that they play a particular role as regulators of gene expression and as signaling molecules in the different coping behavior haplotypes.

The mRNA of Mannose-P-dolichol utilization defect 1 (*MPDU1*) gene followed *ATP1B2* in the list of top contributors on component 1 in the adrenal gland, explaining the LR group. 

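MPDU1, whose product is needed for the use of dolichol-linked mannose and glucose in the endoplasmic reticulum, had a log2 value of 8.74 ± 0.55 (SD, n = 10) in HR and 8.66 ± 0.36 (SD, n = 10) in LR. Its values reached from 7.37 to 9.38 in HR and from 8.24 to 9.23 in LR, with medians of 8.84 and 8.57. A dimmer probe set of MPDU1 lay at 5.29 ± 0.25 in HR and 5.21 ± 0.19 in LR. The difference between the groups was 0.081 (standard error 0.19, p = 0.682) in limma for the brighter probe set and 0.084 (standard error 0.10, p = 0.417) for the dimmer one, less than the spread between animals in both. HR2835 had the lowest MPDU1 value of the HR animals, and without it the difference was 0.23 (p = 0.117). From the negative correlation of ATP1B2 with miR-26b-5p and let-7g-5p in the adrenal network, the paper proposes a regulatory interaction between these miRNAs and mRNAs.

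**Figure D3:**
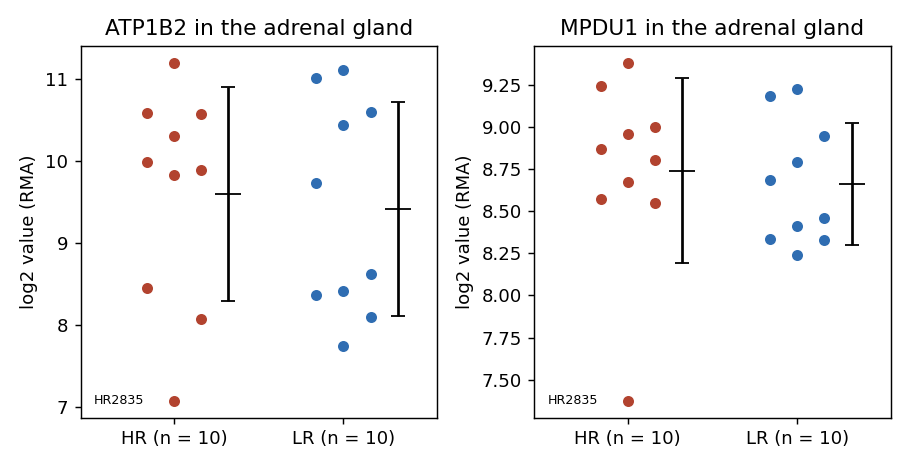
Log2 value of ATP1B2 and of MPDU1 per animal, for 10 HR (red, left) and 10 LR (blue, right) animals, with the group mean ± SD as black bars. The groups overlap for both genes, and HR2835 is the lowest animal for MPDU1 at 7.37.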

The adrenal gland network showed negative correlation of *MPDU1* with miR-26b-5p, miR-19b-5p, tRNA^*Arg*^, tRNA^*GlyiF*^, let-7g-5p suggesting a functional interplay of these coping behavior linked biomarker molecules. Emerging evidence of miR-19-5p as a stress biomarker in relation to stressful events such as piglet castration and tail docking (Lecchi et al., 2020) and even as a widespread pain and posttraumatic stress symptom biomarker is accumulating (Linnstaedt et al., 2020). Negative correlation of 5-tiRNA^*Lys*^ as well as positive correlation of 5′-tRF^*Ala*^ and 5′-tiRNA^*Leu*^ with *MPDU1* was observed. 

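Genes of dolichol-linked glycosylation and of GPI anchor synthesis did not pass the test between HR and LR adrenal glands, and their direction rested on 1 animal. PIGG, which adds ethanolamine phosphate to the GPI core, had a log2 value of 6.21 ± 0.26 (SD, n = 10) in HR and 6.40 ± 0.11 (SD, n = 10) in LR, a difference of -0.19 (standard error 0.093, p = 0.0491) in limma. ALG2 and ALG6, which build the lipid-linked oligosaccharide, differed by -0.24 (standard error 0.14) and -0.20 (standard error 0.12). RPN2 and DAD1, subunits of the oligosaccharyltransferase with the highest array values of the list, differed by -0.21 (standard error 0.15) and -0.12 (standard error 0.19). DDOST, another subunit of that complex, and DHDDS, which makes dolichol, are also in Table S4 and differed by -0.086 and -0.12. Of 63 listed genes of these pathways, MPDU1 among them, 58 were measured, and 21 were higher and 37 lower in HR, with a median of -0.055 (camera p = 0.058, adjusted p = 0.207 over 25 lists), while 7 of 10 HR animals had a list score above the LR median. The list passed with the first residual component as a covariate (adjusted p = 0.0331), the lowest of 14 alternatives that reached up to 1. In limma 0 members passed over all probe sets, 0 when adjusted over the list alone, and 1, PIGG, had an unadjusted p under 0.05. HR2835 set the direction of the list, since the median was 0.045 without this animal (camera p = 0.903), with differences of -0.12 for ALG2, -0.075 for RPN2, 0.076 for DAD1, 0.059 for DDOST and 0.053 for DHDDS.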

*MPDU1* is required for the synthesis of both lipid-linked oligosaccharides (LLOs) and glycosylphosphatidylinositos (GPI) which previously have been linked to traits like porcine disease resistance (Yang et al., 2005) and might also play a role in coping behavior. MiRNA-mRNA target prediction revealed that 56 mRNAs in the adrenal gland samples are predicted targets of let-7g-5p. 

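The predicted targets of let-7g-5p did not pass the test between HR and LR adrenal glands with all animals (camera, adjusted p = 0.59 over the target lists, unadjusted p = 0.875 with an estimated correlation), and the sign of their median rested on HR2835. TMEM184B, a transmembrane protein, had a log2 value of 8.36 ± 0.63 (SD, n = 10) in HR and 8.66 ± 0.20 (SD, n = 10) in LR, a difference of -0.30 (standard error 0.19, p = 0.132) in limma. RRP1B, a nucleolar protein of ribosome assembly, differed by -0.096 (standard error 0.10) and ZDHHC9, a protein palmitoyltransferase, by -0.15 (standard error 0.16), and without HR2835 these differences were -0.12, -0.055 and 0.0047. LPCAT3, an acyltransferase of membrane phospholipids, stands both in Table S4 and in the panel. Table S4 lists 56 entries for this miRNA, which are 54 genes, and 49 of them were measured. Of these, 17 were higher and 32 lower in HR, with a median difference of -0.041 (camera p = 0.413). In limma 0 passed over all probe sets, 0 when adjusted over the list alone, and 0 had an unadjusted p under 0.05. Without HR2835 the median was 0.089 and camera gave an adjusted p of 6.2e-04 (adjusted p = 0.486 with an estimated correlation), and without HR2857 the median was -0.079 with an adjusted p of 0.0277. With array quality weights the median was 0.053 and the adjusted p 0.0426. The targets were selected by the study in these animals and are not independent evidence.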

Functional pathway analysis highly significantly enriched these mRNA targets in the Insulin Secretion Signaling Pathway (Figure 11). This finding is in line with previous studies which identified the let-7 family as a central regulator of mammalian glucose metabolism (Zhu et al., 2011; Katayama et al., 2015; Ponsuksili et al., 2017). Dysregulation of this pathway was associated with impaired glucose tolerance and insulin resistance (Zhu et al., 2011; Katayama et al., 2015; Ponsuksili et al., 2017). Although the exact function of insulin in the brain and its effect on behavior is not well-understood, insulin secretion is known to modulate reproduction, feeding and cognition (Gerozissis, 2003; Erion and Sehgal, 2013).

Potential mRNA targets of miR-551a-3p in the adrenal gland were associated with Acyl-CoA Hydrolysis Signaling by IPA. 

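The 3 predicted targets of miR-551a-3p in Table S4 are DICER1, ALCAM and ARHGEF12. DICER1, the endonuclease that makes mature miRNAs, had a log2 value of 7.42 ± 0.90 (SD, n = 10) in HR and 7.57 ± 0.49 (SD, n = 10) in LR, a difference of -0.14 (standard error 0.30, p = 0.629) in limma. ALCAM, a cell adhesion molecule, lay at 6.29 ± 0.55 in HR and 6.25 ± 0.24 in LR, and ARHGEF12, a guanine nucleotide exchange factor of RhoA downstream of plexins, at 6.79 ± 0.60 in HR and 6.79 ± 0.29 in LR. Among enzymes that hydrolyse acyl-CoA, ACOT7, listed in Table S4 for miR-532-5p, lay at 7.88 ± 0.29 in HR and 7.85 ± 0.38 in LR, and ACOT9, a mitochondrial thioesterase, differed by -0.21 (standard error 0.14). PPT1, a lysosomal palmitoyl-protein thioesterase, lay at 8.89 ± 0.30 in HR and 8.95 ± 0.19 in LR, and its relative PPT2 differed by -0.22 (standard error 0.20). Of 17 listed acyl-CoA hydrolases 10 were measured, and 4 were higher and 6 lower in HR, with a median of -0.049 (camera p = 0.371, not passed after adjustment over the lists). In limma 0 of them passed over all probe sets, 0 when adjusted over the list alone, and 0 had an unadjusted p under 0.05. The targets of miR-551a-3p had a median of -0.0032 (camera p = 0.95), and without HR2835 it was -0.19 with an adjusted p of 0.0354 (adjusted p = 0.378 with an estimated correlation), while the median of the hydrolases was 0.022. DICER1 then differed by -0.39, ALCAM by -0.12, ARHGEF12 by -0.19, ACOT7 by 0.094 and PPT2 by -0.024. These targets are not independent evidence, since the study chose them in these animals.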

Recent studies suggest that acetyl-CoA represents a sentinel metabolite which acts as key indicator of the cellular metabolic state (Shi and Tu, 2015). Cellular growth states are marked by a high nucleocytosolic acetyl-CoA level promoting its use for lipid synthesis and histone acetylation whereas low acetyl-CoA amounts promote ATP and ketone body synthesis (Shi and Tu, 2015). Importantly, the lipid cholesterol is synthesized from acetyl-CoA and acts as starting material for adrenal steroidogenesis (Baba et al., 2018). It is tempting to assume that miR-551a-3p and its predicted mRNA targets affect coping behavior by influencing acyl-CoA signaling and ultimately adrenal steroidogenesis.

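Genes of steroid hormone synthesis did not differ detectably between HR and LR adrenal glands with this number of arrays. NR0B1 (DAX1), a repressor of steroidogenic genes, had a log2 value of 6.31 ± 0.28 (SD, n = 10) in HR and 6.08 ± 0.24 (SD, n = 10) in LR, a difference of 0.23 (standard error 0.12, p = 0.0581) in limma. POR, which passes electrons to the microsomal P450 enzymes, differed by -0.15 (standard error 0.10), PAPSS2, which supplies sulfate for DHEA sulfation, by -0.29 (standard error 0.20) and the ketosteroid reductase AKR1C1 by 0.24 (standard error 0.15). In cholesterol supply, DHCR7, the last enzyme of cholesterol synthesis, differed by -0.19 (standard error 0.14, p = 0.204), NPC1, which releases cholesterol from lysosomes, by -0.14 (standard error 0.13) and INSIG1, which restrains cholesterol synthesis, by 0.21 (standard error 0.21). Of 32 listed steroidogenic genes 22 were measured, and 6 were higher and 16 lower in HR, with a median of -0.033 (camera p = 0.536). Of 32 listed cholesterol genes 22 were measured, and 10 were higher and 12 lower in HR, with a median of -0.027, a mean of -0.0096 and a test direction toward HR (camera p = 0.957). Neither list passed the adjustment over the lists, and in limma 0 members passed over all probe sets, 0 when adjusted over the list alone, with 0 at an unadjusted p under 0.05 in either list. Without HR2835, whose steroid score was the lowest of all animals, the medians were 0.00056 and 0.048, and POR, DHCR7 and NPC1 differed by -0.081, -0.098 and -0.016.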

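In the stretch of chromosome 12 that holds ATP1B2 and MPDU1, adrenal genes did not differ between HR and LR more often than genes elsewhere. ZBTB4, a zinc finger protein that binds methylated DNA, had a log2 value of 7.15 ± 0.21 (SD, n = 10) in HR and 7.40 ± 0.23 (SD, n = 10) in LR, a difference of -0.25 (standard error 0.10, p = 0.0206) in limma. PLSCR3, a mitochondrial phospholipid scramblase, lay at 6.02 ± 0.28 in HR and 5.70 ± 0.34 in LR, a difference of 0.32 (standard error 0.13, p = 0.0269). NDEL1, a dynein regulator, lay at 8.45 ± 0.33 in HR and 8.79 ± 0.40 in LR and was named after its values were seen, as the remaining gene of the region with an unadjusted p under 0.05. ZBTB4 spans bases 52759912 to 52775725, PLSCR3 bases 52719060 to 52724570 and NDEL1 bases 53553897 to 53640470 of chromosome 12 (Sscrofa11.1). Of 101 measured genes within 2 Mb of ATP1B2, 49 were higher and 52 lower in HR, with a median difference of -0.0034 (camera p = 0.818). Of these genes, 3 are miRNA genes shown by precursor probe sets, and with transcript probe sets only the median was -0.0097 (camera p = 0.932). In limma 0 of the 101 passed an adjusted p of 0.05, and 3 (2.97%) had an unadjusted p under 0.05, against 408 of 13293 genes (3.07%) elsewhere (two-sided Fisher's exact test, p = 1). On the whole chromosome, 17 of 827 genes (2.06%) did so, against 3.14% of the others (Fisher's exact test, p = 0.0947). These Fisher tests were planned on called genes, and the unadjusted p was taken because 0 were called. Without HR2835 the median within 2 Mb was 0.035 (camera p = 0.0267, p = 0.388 with an estimated correlation), and with the score of the capsule and fibroblast list as a covariate it was 0.055 (camera p = 0.0222).

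**Figure D4:**
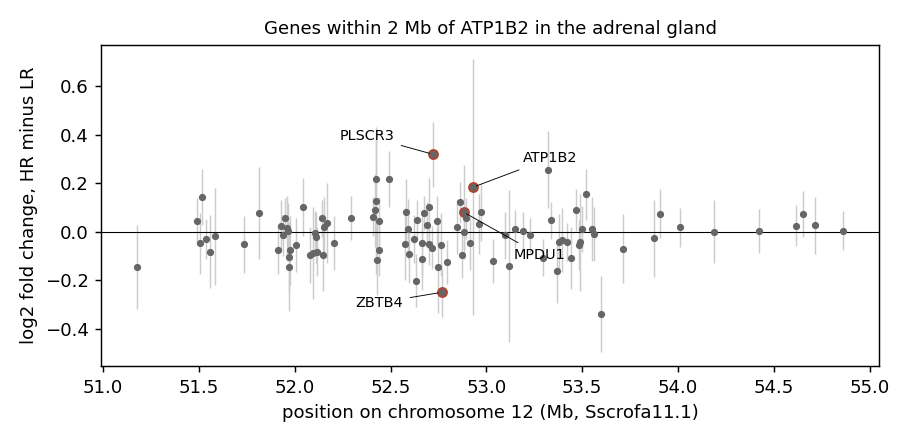
Log2 difference of HR minus LR, with its standard error as bars, for each measured gene within 2 Mb of ATP1B2 against its position on chromosome 12 (Sscrofa11.1). ZBTB4 lies at -0.25, PLSCR3 at 0.32, and the positions of ATP1B2 and MPDU1 are named.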

By using the approach of integrating multi-level transcript data in order to identify key molecular drivers, we confirmed the results of our previous study showing that *ATP1B2* and *MPDU1*, genes located in the same prominent coping behavior haplotype associated QTL region on SSC12 and differentially expressed between both groups, represent meaningful molecules for coping behavior in the adrenal gland (Gley et al., 2019b). In addition miRNA and tRNA as well as their cleavage products were identified as molecules linked to coping behavior in the adrenal gland.

Interestingly, component 1 of the amygdala was marked by enrichment of 5′-tiRNA and 5′-tRFs which were associated with the LR group and included 5′-tRF^*Lys*^, 5′-tiRNA^*Lys*^, 5′-tiRNA^*Cys*^ and 5′-tiRNA^*Gln*^. In contrast to that, the HR group was marked by enrichment of 3′-tRFs including 3′-tRF^*Asn*^, 3′-tRF^*Glu*^ and 3′-tRF^*Val*^. A previous cell culture study reported that 5′-tiRNA halves including 5′-tiRNA^*Cys*^ enhanced stress granule formation, which were shown to be comparatively more potent translation repressors than other 5′-tiRNA species (Ivanov et al., 2011). In addition, the accumulation of 5′-tiRNA halves resulted in translation repression, activation of cell stress pathways and increased neuronal apoptosis (Blanco et al., 2014). tRNA-derived small RNA fragments (tRFs) were shown to be capable of transcription repression induction (Goodarzi et al., 2015). Here we found the tRNA fragment 5′-tRF^*Lys*^ belonging to the LR group linked molecular markers that is located in the coping behavior associated QTL region on SSC12. In the amygdala the strongest contribution on component 2, block mRNA was exerted by *IGF1*. The associated outcome is the HR group, showing negative correlation. In the compiled network, *IGF1* is negatively correlated to miR-58-5p, and positively correlated to 3′-tRF^*Val*^ and 3′-tRF^*Glu*^. IGF-1 signaling is widely known to play a role in the regulation of systemic metabolic processes especially via the hypothalamus (Soto et al., 2019). Additionally, studies in mice showed IGF-1 receptors in hippocampus and amygdala (Soto et al., 2019). Inactivation of these IGF-1 receptors resulted in decreased levels of the GluA1 subunit of the glutamate AMPA receptor leading to increased anxiety-like behavior and impaired cognition (Soto et al., 2019). In the model organism Caenorhabditis elegans insulin/IGF-1 signaling activity was shown to regulate the expression of members of the miR-58 microRNA family, indicating that these miRNAs are part of the extended IGF-1 signaling network (Zhang et al., 2018). In contrast to IGF-1 mRNA, expression of *APOD* was positively correlated to the HR group. The corresponding protein, apolipoprotein D (APOD), is distributed throughout the central and peripheral nervous system, where it has been shown to increase during neuro-regenerative processes as well as neurodegenerative and neuropsychiatric disorders (Rajput et al., 2009). ApoD(−/−) mice exhibited decreased expression of the neurotransmitter and neuromodulator somatostatin (SST) in cortex and hippocampus and increased SST expression in striatum and amygdala (Rajput et al., 2009). In a study with humans, significantly elevated apoD levels have been observed in the amygdalae of subjects with schizophrenia (Thomas et al., 2003).

Pre-B-cell leukemia homeobox transcription factor 1 (*PBX1*) was associated with the HR outcome in the hippocampus *plot loadings ()* results, contribution on component 1, block mRNA. A novel transcriptional network under the control of *PBX1* has been shown to be required for midbrain dopaminergic specification and survival (Villaescusa et al., 2016). *PBX1* is responsible for the protection of dopaminergic neurons from oxidative stress and reduced levels of nuclear *PBX1* were associated with Parkinson’s disease in humans. miR-194a-5p contributed on component 1, block miRNA in the hippocampus *plot loadings ()* results and was linked to the LR outcome. Transfection of miR-194a-5p mimics into human cortical neurons increased neuronal death in stressed (oxygen-glucose deprivation) cells (Wang et al., 2018). Another mRNA associated with the HR outcome in the same loadings plot is *TOB1*. The mRNA of *TOB1* showed positive *plot network ()* positive correlation to 3′-tRF^*Phe*^ and negative correlation to tRNA^*Ser*^ as well as miR-194a-5p, suggesting common post-transcriptional regulation to some extent in the specific coping behavior groups. Moreover, *TOB1* was positively correlated to 3′-tiRNA^*Phe*^ and miR-125a-5p. In the brain, *TOB1*transcripts have been specifically detected in the hippocampus and their function has been associated with learning and memory (Jin et al., 2005). Transient increases in Tob1 protein expression could be detected after behavioral training of fear conditioning (Jin et al., 2005). Furthermore, Tob1 has been linked to TGFß family mediated signaling and regulation of transcription (Baranzini, 2014). Interestingly, another gene in the hippocampus network, *C18orf1*, has been identified as a novel regulator of TGFß signaling (Nakano et al., 2014). Further top miRNA which belonged to the marker molecule included miR-7-1-5p, miR-107-5p, and miR-125a-5p. These miRNAs were also reported to be involved in schizophrenia and Alzheimer’s disease (miR-7-5p) (Zhang et al., 2015; Puthiyedth et al., 2016), or as potential biomarkers for Acute Ischemic Stroke (miR-125a-5p) (Tiedt et al., 2017). In our *network ()* results *C18orf1* correlated negatively to miR-7-1-5p and tRNA^*Glu*^ and—like TOB1—positively to 3′-tRF^*Phe*^. The central role of 3′-tRF^*Phe*^ in the hippocampus deserves further investigation.

Interestingly, we discovered 3′-tiRNA enrichment in the hypothalamus of the HR group including 3′-tiRNA^*Gln*^, 3′-tiRNA^*Asn*^, 3′-tiRNA^*Val*^, 3′-tRF^*Pro*^, 3′-tiRNA^*Cys*^, and 3′-tiRNA^*Ala*^. In comparison, the amygdala showed enrichment of 5′-tiRNA related to the LR group. Such specific 3′-/5′-tiRNA profiles linked to coping behavior were not found in the adrenal gland. Indeed, our previous study revealed 3′-tiRNA enrichment in amygdala and hippocampus while expression in hypothalamus and adrenal gland was decreased (Haack et al., 2019). Similar expression levels for 5′-tiRNAs was observed across all tissues (Haack et al., 2019). These evidence suggest that tRNA-derived fragments/halves and their cleavage activity are not only tissue-specific but also a specific marker for coping behavior in the brain. Knowledge about the regulatory impact of individual tRNA fragments/halves is still limited. In the hypothalamus, miR-24-5p contributed to the HR group on component 1, block miRNA. This miRNA was negatively correlated to *CBL* in the *network ()* plot. By identifying negative miRNA-mRNA correlation pairs and carrying out target prediction analysis, we confirmed that *CBL* was a target transcript of miR-24-5p. MicroRNA profiling in mice hypothalami found evidence for miRNA-mediated neurohypophysial hormone regulation and highlighted an oxytocin-regulating function of miR-24 (Choi et al., 2013). Oxytocin is produced in the hypothalamic paraventricular and supraoptic nuclei and it modulates stress responses and social behavior including affiliative behavior and maternal aggression to defend their offspring (Bosch, 2013; Ebert and Brüne, 2018; Winter and Jurek, 2019).

Furthermore in the part of miRNA bio-signature and target prediction, target prediction for miR-188-p and miR-15b-5p followed by subsequent pathway analysis enriched the putative target transcripts in Semaphorin Signaling in Neurons. Due to the vast number and diversity of semaphorins, the list of physiological processes that are controlled by semaphorin signaling is continuously growing. In the nervous system, semaphorins regulate neuronal proliferation and migration, help in neural polarity determination, regulate the function and formation of synapses and shape dendrite morphology (Pasterkamp and Giger, 2009). Owing to their widespread physiological functions, semaphorins have been linked to several neurological diseases including schizophrenia (Fujii et al., 2011) and anxiety disorder (Pasterkamp and Giger, 2009). Hence, it appears very likely that semaphorin signaling plays an important role in stress response and coping behavior, too. In addition, miR-15b-5p targets mRNA transcripts which were enriched in the Reelin Signaling in Neurons pathway. In the brain, activation of reelin signaling promotes enhancement of long-term potentiation, cell proliferation, cell migration as well was dendritic spine morphogenesis (Fatemi, 2011). Multiple studies have implicated underactive reelin signalin in the etiology of several neuropsychiatric disorders, including schizophrenia, bipolar disorder, autism and major depressive disorder (Impagnatiello et al., 1998; Fatemi, 2005). Reelin overexpression in a transgenic mouse model showed an anxiety-reducing, anti-depressant effect, as well as a reduction in psychotic and autistic behaviors (Teixeira et al., 2011).

In order to validate NGS generated miRNA data, we selected 3 miRNAs in each tissue and subjected them to qPCR analysis. Correlation of NGS and qPCR miRNA data ranged between *r* = 0.50 and *r* = 0.72 (*p* < 0.05), emphasizing reliable NGS data quality.

Finally, all molecular biomarkers linked to the coping behavior haplotypes were mapped to the porcine genome. We found interesting molecular markers in this study, which are located in the coping behavior associated QTL region of our previous study (Gley et al., 2019b; Haack et al., 2019). These molecular panels encompassing *MPDU1*, *ATP1B2*, *SNORD65*, 5′-tRF^*Lys*^, and *METTL16*, were associated with the LR group, while miR-132-5p and 3′-tiRNAs were associated with HR coping behavior.

## Conclusion

The study reveals new insights into the regulatory networks of RNAs of different classes including mRNA, miRNA, and tRNA-derived fragments/halves in four tissues relevant to coping behavior. We confirmed the previously demonstrated role of *ATP1B2* and *MPDU1* in the adrenal gland and added complementary mRNAs related to coping behavior included *IGF1* and *APOD* in the amygdala, *CBL* and *PVRL1* in the hypothalamus as well as *PBX1*, *TOB1*, and *C18orf1* in the hippocampus. Further we pointed out potential regulatory roles of miR-19b-5p, miR-26b-5p, and let-7g-5p as well as tRNA^*Arg*^, tRNA^*GlyiF*^ and 5′-tiRNA^*Leu*^. Further interesting coping behavior-haplotype-related miRNAs encompassed miR-58-5p in the amygdala as well as miR-194a-5p, miR-125a-5p, miR-7-1-5p, and miR-107-5p in the hippocampus. Additionally, we revealed evidence for miRNA-mediated neurohypophysial hormone regulation by miR-24 in the hypothalamus. We found evidence of tRNA-derived fragments/halves as specific markers for coping behavior in the brain. Most prominently, the central role of 3′-tRF^*Phe*^ in the hippocampus deserves further attention. Hypothalami of the HR group were recognizably marked by 3′-tiRNA enrichment including 3′-tiRNA^*Gln*^, 3′-tiRNA^*Asn*^, 3′-tiRNA^*Val*^, 3′-tRF^*Pro*^, 3′-tiRNA^*Cys*^, and 3′-tiRNA^*Ile*^. Our study demonstrated that amygdala and hippocampus harbor a high aggregation of 3′-tRNA halves, while specific 3′-/5′-tiRNA profiles linked to coping behavior were absent in the adrenal gland. Detailed knowledge about the individual regulatory role of tRNA cleavage products still remains subject of future research. Small non-coding RNAs like miRNAs, tRNAs and their cleavage products play an intricate role as gene expression regulators and signaling molecules in the different coping behavior haplotypes. Our integrative analysis of mRNA and sncRNA data on different transcripts levels in the four tissues adrenal gland, amygdala, hippocampus and hypothalamus revealed new bio-signatures which explained the variation between the high reactive and low reactive coping styles as the extremes for varying early life coping behavior phenotypes.

## Data Availability Statement

The raw data was deposited in the NCBI Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo) (GEO: GSE109155) and ArrayExpress with the accession number (E-MTAB-7499).

## Ethics Statement

The animal study was reviewed and approved by animal care and tissue collection procedures followed the guidelines of the German Law of Animal Protection and the experimental protocol was approved by the Animal Care Committee of the Leibniz Institute for Farm Animal Biology as well as by the State Mecklenburg-Western Pomerania (Landesamt für Landwirtschaft, Lebensmittelsicherheit und Fischerei; LALLF M-V/TSD/7221.3-2.1-020/09).

## Author Contributions

SP and KW: conceptualization. NT, FrH, FiH, and KG: data curation. KG: formal analysis, visualization and writing—original draft. EM, KG, and NT: investigation. SP: methodology, resources and supervision. SP, KW, NT, EM, and UG: writing—review and editing. All authors have read and agreed to the published version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
www.ncbi.nlm.nih.gov/geo

2
https://rnacentral.org

How the deposited data were processed for this re-analysis (not part of the article)

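Adrenal glands of 20 German Landrace pigs, 10 high-reactive (HR) and 10 low-reactive (LR), were profiled on Affymetrix Porcine Snowball arrays with 1 array per animal. Each array was assigned to its group by the animal's name in the sample labels, and the groups follow the labels. According to the methods, the authors processed the scanned arrays with GCOS 1.1.1 and normalized them by RMA in Expression Console 1.3.1.187, which gives log2 values per probe set. These deposited log2 values were used without further normalization. They ranged from 0.37 to 14.34. The paper kept transcripts detected above background in most samples, and this step needs probe intensities, so that it was not repeated and no filter was applied. Columns of samples not used here numbered 0.

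Probe sets were named through the annotation table of the array, and positions are those of RefSeq genes on Sscrofa11.1 matched by symbol. Of the probe sets tested, 45864 were transcript probe sets and 1858 were probe sets of miRNA precursors. Where a gene had several probe sets, the one with the highest mean over all arrays stood for it. Other probe sets are given beside it for a part of the genes. A probe set of a miRNA precursor could stand for a gene under this rule, as for PLEKHF1, PSMB5 and miRNA genes, so that target lists, the proteasome and the region of ATP1B2 were also tested on transcript probe sets only. The genes named by the smallest p over all probe sets are an exception, shown by their probe set with the smallest p, while the alternatives and the left-out animals use the one with the highest mean. HR and LR were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, no covariate), with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, with adjustment over the lists tested. The lists were steroid hormone synthesis, cholesterol supply, chromaffin cells, zona glomerulosa, capsule and fibroblast, smooth muscle, endothelial cells, Schwann and sustentacular cells, leukocytes, red blood cells, adipocytes, immediate early response, glucocorticoid response, unfolded protein response, heat shock proteins, dolichol-linked glycosylation and GPI anchors, Na+/K+-ATPase subunits, acyl-CoA hydrolysis, semaphorins and plexins, insulin secretion, human 17p13.1 neighbours of ATP1B2, X inactivation and Y-linked genes, ribosomal proteins, oxidative phosphorylation, the proteasome and small nucleolar RNAs, and of the last 0 had a named probe set. The lists, the tests, the alternatives and the rule for named genes were fixed before the data were examined, apart from those named as chosen after the values were seen. Fisher's exact test was planned on called genes, and since 0 were called it was run at an unadjusted p under 0.05. The genes named are the adrenal mRNAs of Table S2, Fig. 2 and Fig. 6B, the 10 genes with the smallest p in each direction, and in each list up to 4 members with the smallest p and the 2 with the highest mean. From Table S4 they include the 4 targets with the smallest p of each miRNA and those that the paper names. No gene passed the threshold, so that genes named by their p are not called, and of the genes that the rule covers a part is printed.

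All probe sets tested, those of miRNA precursors included, were analysed with sPLS-DA in mixOmics 6.26.0 with 2 components, 8 and 18 probe sets kept, 10 folds and 50 repeats. The paper integrated mRNA, miRNA and tRNA with block.splsda, and only the arrays of the adrenal gland were analysed here. When an animal was left out, 9 folds and 10 repeats were used. Correlations between panel mRNAs were computed within each group with 100000 resamples, or exactly with 9 animals. The genes within 2 Mb of ATP1B2 and those of chromosome 12 were compared with the other genes by camera and Fisher's exact test. Alternatives tried were probe sets above the median level or the 11837 brightest, quantile normalization, median centring, a trended and robust variance model, array quality weights, covariates (the chromaffin score, the capsule and fibroblast score, Y-linked genes, the first residual component), the mean of all probe sets of a gene, other set tests, thresholds, windows and numbers of kept probe sets, sPLS-DA without scaling, pooled and Spearman correlations, and leaving out each animal. The limma and camera steps were tested on simulated data with 47722 probe sets and 10 arrays a group. The noise was drawn independently for each probe set, without the correlations and the array apart of the real data. They called 32 of 67 changes of 0.5 on the log2 scale, 64 of 67 of 1 and 66 of 66 of 2, with 6 false calls. The number of arrays limits the precision, and a batch, litter or sex of the animals is not given in the sources used here, so that none was modelled.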

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

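The tests of the panel mRNAs, the trend of HR2835 with gene length and the capsule and fibroblast list without HR2835 were chosen only after the results were seen, and for the last a permutation of the animals' scores took the place of camera.

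Animal HR2835 lay apart from the other HR animals in 20 of 47 sets of HR values examined (Dixon's criterion), where chance alone gives about 2.35 sets with any animal apart. The sets come from the same arrays and many vary together, so that 1 array apart can move many of them at once. They are not separate findings. Over the 94 sets of HR and of LR values, 2 had another animal apart. The array of HR2835 had the lowest mean correlation with the other arrays, 0.938. Its list scores, means of standardized log2 values, were lowest at -1.43 for steroid hormone synthesis, -1.73 for capsule and fibroblast, -1.81 for endothelial cells, -1.42 for leukocytes, -1.50 for dolichol-linked glycosylation, -1.51 for acyl-CoA hydrolysis, -1.96 for the 17p13.1 neighbours and -2.12 for oxidative phosphorylation. Its log2 values were lowest for MPDU1 (7.37), UXT (5.61), NXN (6.39), LOC100155098 (9.44), TMEM154 (3.82), ANPEP (8.64), TCN2 (7.79), MXRA7 (6.89), FKBP10 (6.56), FMOD (6.97) and ANXA6 (8.12). Of 25 list scores 17 were below those of all other animals and 0 above.

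On what sets HR2835 apart, another share of medulla stays open. Its chromaffin score of -0.19 lay within -0.48 to 1.11 of the other HR animals. Its scores for steroid hormone synthesis (-1.43) and zona glomerulosa (-1.29) of the cortex lay below all other animals. So did its score for Schwann and sustentacular cells (-1.13), and the chromaffin score alone does not give the share of medulla to cortex. For the low correlation of HR2835 the values argue against a scale left by the normalization. After quantile normalization, which gives every array the same distribution of values, the mean correlation of HR2835 was 0.938. The other arrays lay at 0.977 to 0.983. It was 0.938 before this step as well, and a correlation is unmoved by a shift or a linear scale. Its list scores were not computed after quantile normalization, so that for them a scale was not tested. A trend with gene length stays open, since Spearman's rho between the deviation from the group and the genomic length was 0.307 over 13394 genes (97.4%), outside the -0.271 to 0.237 of the other animals. The median deviation was 0.10 in the 10% longest genes and -0.32 in the 10% shortest, and genes are not independent replicates. No biological explanation was tested, since nothing in the labels sets this animal apart from the other HR animals.

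The mRNAs of component 1, which the study chose in these animals as correlated variables, varied together within LR, with a median r of 0.73, while LR and HR animals were not parted by them. The tables argue against another probe set named for these 6 genes having been used. With the named probe sets most in favour of LR, picked on all animals, an LR animal lay above an HR animal in 46% of pairs (95% interval over animals drawn anew up to 73%), and in 35.6% (up to 63.3%) without HR2835. Probe sets without a name here were not covered, nor were component 1 entries that were not measured. It stays open whether the names HR and LR were exchanged as a whole, which needs few such pairs. The score gave 43% (95% interval 17 to 69%), and 35.6% (12.2 to 63.3%) without HR2835. Both values are more than an exchange would leave if component 1 parted the groups nearly in full. The lower ends of the intervals come near to it, however. By median 0 of 6 component 1 genes had the direction of Table S2, and by mean 1, or 0 without HR2835, while 33 of 46 panel probe sets had the opposite one and 0 passed limma. The component 1 genes vary together, so that these counts are not separate evidence of an exchange. It stays open whether the array names carry the animals of the study, which no value here decides. A selection driven by the miRNA and tRNA values, which were not analysed here, stays open as well, and no biological explanation was tested.

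Among the gene lists, 4 that the paper does not discuss passed camera with the preset correlation, with medians of -0.26 for capsule and fibroblast, 0.094 for leukocytes, 0.20 for red blood cells and -0.13 for heat shock proteins. With an estimated correlation 0 of 25 lists passed (smallest adjusted p = 0.486). Without HR2835 the median of the capsule and fibroblast list was -0.21, 7 of 9 HR animals had a score below the LR median, and camera gave p = 5.96e-04 with the preset and p = 0.0855 with an estimated correlation. Whether HR2835 is the whole source stays open, since between animals the scores then differed by -0.42 (standard error 0.22) at an exact permutation p of 0.0759, against -0.52 (standard error 0.24) at p = 0.0314 with it. Chance cannot be excluded, since 7 of 100 splits of the animals into groups of the same size gave a p as small, with 6.4e-07 for the real split and 1.5e-11 for the smallest of the others. Another share of capsule in the dissected glands and a difference between the coping groups stay open as untested.

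The leukocyte score of LR2793 was the lowest of the LR animals at -1.22. GALP was highest among the LR animals in LR2562 at a log2 value of 7.02.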

How the results depend on the processing

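The correlations within HR without HR2835, the component 1 score and its values without HR2835 were chosen only after the results were seen. Over 44 settings, 24 of them other than leaving out an animal, 204 named genes gave 6042 values, of which 0 passed an adjusted p of 0.05 in limma and 250 had another sign than the value reported. Of 847 values of lists, 31 lost their call, 11 gained one, and 83 had another sign than the value reported, 3 of them with a call before or after. The count of probe sets called was 0 under each alternative fit and threshold, apart from 20 at an unadjusted p under 0.001 (chance gives 47.7). The share of probe sets at an unadjusted p under 0.05 was 6.28% with array quality weights, 6.55% with the first residual component as a covariate, and between 3.02% (without LR2594) and 7.89% (without HR2835) when an animal was left out. The number of gene lists called was 1 with the 11837 brightest probe sets, 2 with the capsule and fibroblast score and 2 with Y-linked genes as a covariate, 0 with an estimated correlation, 0 with directional and 0 with mixed fry, and 2 (without LR2594 or HR2915) to 6 (without LR2639) when an animal was left out. The leukocyte list lost its call with the 11837 brightest probe sets (median 0.065, adjusted p = 0.0631) and with Y-linked genes as a covariate (median 0.066, 0.136), and the red blood cell list with the capsule and fibroblast score as a covariate (median 0.16, 0.32), against medians of 0.094 and 0.20. The dolichol and GPI anchor list gained a call with the first residual component as a covariate (median -0.055, adjusted p = 0.0331). The targets of let-7g-5p reversed to a median of 0.053 with array quality weights and ranged from -0.079 (without HR2857) to 0.089 (without HR2835). The genes within 2 Mb of ATP1B2 reversed to 0.055 with the capsule and fibroblast score as a covariate and ranged from -0.023 to 0.035 (without HR2835) over animals left out, and those of chromosome 12 reversed to 0.054 and ranged from -0.013 to 0.042 (without HR2835). Oxidative phosphorylation reversed to 0.032 with array quality weights, was 0.065 without a call with the capsule and fibroblast score as a covariate, and ranged from -0.063 to 0.036 (without HR2835). The capsule and fibroblast list reversed to 0.013 with its own score as a covariate, which removes it by construction. Of the correlations, 27 passed within groups, 70 when animals were pooled, 0 with Spearman's rho, and 23 within HR fell to 0 without HR2835. The balanced error rate of the sPLS-DA was 0.549 with the 11837 brightest, 0.699 with probe sets above the median level, 0.544 and 0.578 with 20 and 50 kept per component, 0.305 without scaling, and 0.371 (without HR2857) to 0.668 (without LR2611) when an animal was left out. ATP1B2 ranged from -0.0025 (without LR2594) to 0.46 (without HR2835), and MPDU1 from 0.0096 to 0.23, without a call. Apart from the list's own covariate, the cause of these changes was not tested. The series without normalization was not run, since scanner values were not used here. XIST had no probe set, and EIF1AY and SRY were the Y-linked genes measured. Their estimated correlation was -0.57, so that this covariate is not read as an adjustment for sex. The signal of the arrays over background was not known, which limits statements on dim probe sets.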

Differences from the paper's values

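The component 1 score and the values without HR2835 in the score and the tallies were chosen only after the results were seen. The paper's adrenal panel holds 25 mRNA entries in Table S2, and 21 genes among them were measured. The sPLS-DA of the array values alone selected 0 of these 21. For the 3 entries without a named probe set this cannot be told, since unnamed probe sets were also selected. None of the alternatives set before the data were examined, which are the filters, the numbers kept per component, no scaling and leaving out each animal, selected a measured panel gene. The 11837 brightest probe sets hold only 14 of the 21 genes, and the filter above the median level also leaves out dim ones. Genes left out by a filter could not be selected under it. The paper selected its panel together with miRNA and tRNA, which is a wider set of data than the one used here. The paper's Table S2 gives a start of 131299923 for LOC100155098, the same as for LOC100517129, while RefSeq on Sscrofa11.1 places LOC100155098 at 76457649 on chromosome X, and no alternative bears on it.

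Table S2 and Fig. 2 of the paper assign each panel mRNA to the group with its extreme median. Over 21 measured genes, 8 had the assigned direction by median and 6 by mean, and 9 by mean without HR2835. Over 46 probe sets the counts were 14, 13 and 15. With the assigned direction by mean were ACER3 (-0.25), ANPEP (-0.081), NXN (-0.079), CEP57 (-0.023) and HAT1 (-0.017), which the paper assigns to LR, and TMEM154 (0.0077), which it assigns to HR. Against it were, among others, FMOD (-0.58), GALP (-0.17), ANXA6 (-0.15), TBC1D22B (-0.11) and ETV6 (-0.03), assigned to HR, and MAP2 (0.21) and LOC100517129 (0.043), assigned to LR. Dimmer probe sets had the other sign for ACER3 (0.042 and 0.088), NXN (0.038), CEP57 (0.19), ANPEP (0.015), TMEM154 (-0.088 and -0.076) and ETV6 (0.033). Those of HAT1 (-0.044), ANPEP (-0.065 and -0.10) and ETV6 (-0.10) kept the sign. Without HR2835, ANPEP (0.081) and NXN (0.054) lost the assigned direction and LOC100517129 (-0.064), ETV6 (0.011), TCN2 (0.051), MXRA7 (0.084) and FKBP10 (0.0029) gained it, and FMOD, GALP, ANXA6 and MAP2 differed by -0.34, -0.091, -0.07 and 0.033. None of these differences passed limma.

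Citing an earlier study of the authors, the paper describes ATP1B2 and MPDU1 as differentially expressed between the groups. Its own joint selection over mRNA, miRNA and tRNA assigns both to LR. Here ATP1B2 and MPDU1 lay higher in HR by 0.18 and 0.081 and neither passed limma (p = 0.732 and 0.682), and the dimmer probe set of ATP1B2 lay higher in LR by a difference of -0.023. Limma tests single genes, here without the paper's filter, which is another measure than a joint selection. Without HR2835 the 3 differences were 0.46, 0.23 and 0.18. No alternative called either gene. Fig. 1 of the paper shows HR and LR animals nearly apart on component 1 of the mRNA block, while an LR animal had the higher component 1 score in 43% of pairs here. This score covers 6 measured genes of the 7 component 1 entries, with 1 probe set each and without the paper's filter. It is therefore not the same measure as the component of the paper. The paper's text ties acyl-CoA hydrolysis to the targets of miR-551a-3p, while ACOT7, the thioesterase of Table S4, is listed for miR-532-5p and differed by 0.025.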

Other observations

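The probe sets of miRNA precursors were singled out only after their values were seen, as were the permutation of the capsule and fibroblast scores and the tests of other splits for the red blood cell, heat shock and oxidative phosphorylation lists, the targets of miR-532-5p and miR-551a-3p and the region of ATP1B2. Heat shock proteins lay lower in HR by camera with the preset correlation (adjusted p = 0.0281), but did not pass with an estimated correlation (adjusted p = 0.486) or in fry (0.589), nor in 11 other fits given below. HSPA8, the constitutive HSP70 chaperone, had a log2 value of 11.23 ± 0.31 (SD, n = 10) in HR and 11.53 ± 0.33 (SD, n = 10) in LR, and BAG3, a co-chaperone of HSP70, lay at 8.23 ± 0.29 in HR and 8.57 ± 0.44 in LR. HSP90AB1, a constitutive HSP90, differed by -0.096 (standard error 0.11), and the mitochondrial chaperonin HSPD1 by -0.21 (standard error 0.11). Of 14 measured genes, 4 were higher and 10 lower in HR, with a median of -0.13, and 8 of 10 HR animals had a score below the LR median. In limma 0 members passed over all probe sets, 0 when adjusted over the list alone, and 2 had an unadjusted p under 0.05. The call was lost with quantile normalization (adjusted p = 0.092), with the 11837 brightest probe sets (0.0631), with Y-linked genes as a covariate (0.223), and without LR2579 (0.163), LR2793 (0.163), HR2915 (0.103), HR2965 (0.0913), HR2857 (0.0861), LR2790 (0.0807), HR2797 (0.0604) or LR2594 (0.0516). In these fits the median lay between -0.15 (11837 brightest) and -0.072 (without LR2793). Among genes of the glucocorticoid response (median -0.079 over 13 genes, camera p = 0.0862), the metallothionein MT1A differed by -0.22 (standard error 0.099, p = 0.0364) and PER1, a clock gene induced by glucocorticoids, by -0.16 (standard error 0.13). Among immediate early genes (median -0.04 over 23 genes, camera p = 0.327), the transcription factor KLF6 differed by -0.23 (standard error 0.13) and KLF4 by -0.13 (standard error 0.10). In the unfolded protein response (median -0.052 over 23 genes, camera p = 0.475), HERPUD1, a component of endoplasmic reticulum degradation, differed by -0.18 (standard error 0.11). Neither these 3 lists nor the ribosomal proteins (median -0.01 over 62 genes, camera p = 0.441) passed the adjustment over the lists. Without HR2835 the medians of the immediate early genes and the ribosomal proteins were -0.0071 and 0.0076, and HERPUD1 differed by -0.10.

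Of the other cell types of the gland, chromaffin cells (median 0.037 over 23 genes, camera p = 0.146) included NPY, a neuropeptide stored with catecholamines, at 4.64 ± 0.18 (SD, n = 10) in HR and 4.51 ± 0.25 (SD, n = 10) in LR, and DBH, which makes noradrenaline, at 9.74 ± 0.33 in HR and 9.52 ± 0.58 in LR. Markers of the zona glomerulosa, which makes aldosterone, had a median of -0.16 over 9 genes (camera p = 0.0262, adjusted p = 0.109), and AGTR1, the angiotensin receptor, lay at 9.48 ± 0.61 in HR and 9.83 ± 0.27 in LR. That list passed without LR2635 (adjusted p = 0.0419), HR2965 (0.0257) or HR2978 (0.0417) and with the mean of all probe sets of a gene (0.0136), and the chromaffin list without LR2639 (0.0258) or LR2793 (0.0469). Smooth muscle (median -0.016 over 7 genes, camera p = 0.893), endothelial cells (median -0.028 over 15 genes, camera p = 0.383), Schwann and sustentacular cells (median -0.034 over 8 genes, camera p = 0.399) and adipocytes (median -0.07 over 11 genes, camera p = 0.393) did not pass, and without HR2835 the medians of the endothelial, Schwann and adipocyte lists were 0.016, 0.024 and -0.036. The proteasome (median -0.043 over 39 genes, camera p = 0.0259, adjusted p = 0.109) included PSMA4, a subunit of the core particle, with a difference of -0.47 (standard error 0.21), and passed without LR2639 (adjusted p = 0.0123), HR2894 (0.031), HR2593 (0.0347) or HR2797 (0.0356). Without HR2835 its median was -0.0049 and PSMA4 differed by -0.28. Oxidative phosphorylation (median -0.045 over 53 genes, camera p = 0.669) passed in the other direction without HR2835 (median 0.036, adjusted p = 0.0465, p = 0.423 with an estimated correlation). The neighbours of ATP1B2 on human 17p13.1 (median -0.014 over 39 genes, camera p = 0.98) and the Y-linked genes EIF1AY and SRY (median -0.085 over 2 genes, camera p = 0.478) did not pass, and the median of the former was 0.026 without HR2835.

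The hypothesis that the real grouping into HR and LR gives more than other groupings of the same animals was tested on 100 splits into groups of the same sizes, the real one included, and chance could not be excluded for the lists, counts and error rate given next, apart from the called probe sets. For the leukocyte list, 16 splits gave a camera p as small (0.0014 in the real one, 8.2e-06 as the smallest of the others). As many lists were called in 53 splits (4 in the real one, at most 10 in the others). As many probe sets had an unadjusted p under 0.05 in 64 splits (1741 in the real one, at most 7803 in the others), and without HR2835 in 9 (3765 and at most 5377). For the let-7g-5p targets without HR2835, 36 splits gave a p as small (1.2e-04, and 2.3e-23 as the smallest of the others). For the red blood cell list 6 (9.0e-04, and 5.3e-05 as the smallest of the others) and for the heat shock list 5 (0.00449, and 9.8e-06 as the smallest of the others) splits did so. Without HR2835 these were 37 (0.00931, and 3.7e-12 as the smallest of the others) for oxidative phosphorylation, 15 (0.00591, and 1.9e-04 as the smallest of the others) for the targets of miR-532-5p, 5 (0.0212, and 0.00163 as the smallest of the others) for those of miR-551a-3p and 33 (0.0267, and 2.8e-06 as the smallest of the others) for the genes within 2 Mb of ATP1B2. The correlations between panel mRNAs have their own permutation test. For the sPLS-DA, 12 of 40 splits gave a balanced error rate as low with 2 repeats (0.4 in the real one, 0.125 as the lowest of the others). For probe sets at an adjusted p under 0.05 the splits decide nothing, since the real one called 0 and each of the 100 reaches that.

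The arrays also hold probe sets of miRNA precursors, which are not the mature miRNAs that the paper sequenced. Of 70 precursor probe sets named like an adrenal panel miRNA, 28 had the direction of Table S2 and 42 the opposite one, 3 had an unadjusted p under 0.05 in limma, and 1 passed when adjusted over these alone. This was the mouse mir-98 precursor, at a log2 value of 2.69 ± 0.25 (SD, n = 10) in HR and 2.02 ± 0.34 (SD, n = 10) in LR, a difference of 0.67 (standard error 0.13, adjusted p = 0.0026 over these alone). Over all probe sets it did not pass in limma (adjusted p = 0.99997), although its p of 3.7e-05 was the smallest of all. Since these probe sets were singled out after their values were seen, the pass over them alone is no evidence of a difference. It lies far below the median of all probe sets, and the human and bovine probe sets of the same precursor differed by 0.048 and -0.022.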
